# Nucleosome positioning and histone modifications define relationships between regulatory elements and nearby gene expression in breast epithelial cells

**DOI:** 10.1186/1471-2164-15-331

**Published:** 2014-05-02

**Authors:** Suhn Kyong Rhie, Dennis J Hazelett, Simon G Coetzee, Chunli Yan, Houtan Noushmehr, Gerhard A Coetzee

**Keywords:** Breast epithelial cells, Epigenetics, Nucleosomes, Enhancers, Promoters, Transcription factors, Genes

## Abstract

**Background:**

The precise nature of how cell type specific chromatin structures at enhancer sites affect gene expression is largely unknown. Here we identified cell type specific enhancers coupled with gene expression in two different types of breast epithelial cells, HMEC (normal breast epithelial cells) and MDAMB231 (triple negative breast cancer cell line).

**Results:**

Enhancers were defined by modified neighboring histones [using chromatin immunoprecipitation followed by sequencing (ChIP-seq)] and nucleosome depletion [using formaldehyde-assisted isolation of regulatory elements followed by sequencing (FAIRE-seq)]. Histone modifications at enhancers were related to the expression levels of nearby genes up to 750 kb away. These expression levels were correlated with enhancer status (poised or active), defined by surrounding histone marks. Furthermore, about fifty percent of poised and active enhancers contained nucleosome-depleted regions. We also identified response element motifs enriched at these enhancer sites that revealed key transcription factors (e.g. TP63) likely involved in regulating breast epithelial enhancer-mediated gene expression. By utilizing expression data, potential target genes of more than 600 active enhancers were identified. These genes were involved in proteolysis, epidermis development, cell adhesion, mitosis, cell cycle, and DNA replication.

**Conclusions:**

These findings facilitate the understanding of epigenetic regulation specifically, such as the relationships between regulatory elements and gene expression and generally, how breast epithelial cellular phenotypes are determined by cell type specific enhancers.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/1471-2164-15-331) contains supplementary material, which is available to authorized users.

## Background

The human genome has 22 chromosome pairs and 2 sex chromosomes. This single genome gives rise to several hundred distinct cell types including epithelial, neuronal, lymphocytic, germ, etc. In 2003, the human genome was completely sequenced, and it ushered in a new understanding of the breadth and diversity of primary coding sequences [1]. However, the specific mechanism(s), explaining how one genome gives rise to a large number of diverse cells and tissues, remains unclear. What has become apparent is that dynamic gene expression levels determined by regulatory networks, whose building blocks are in turn governed by epigenetic chromatin states, may explain how cellular phenotypes are defined.

Genomic DNA is organized into chromatin; 147 base pairs of DNA are wrapped around two copies of each of the core histone proteins, namely H2A, H2B, H3, and H4, forming a single octameric nucleosome core particle. Chromatin is found in two forms: hetero- and euchromatin. Heterochromatin is highly condensed, forming tightly packaged chromatin. In this compact state, a high density of repetitive DNA elements such as satellite DNA and transposable elements are found, and the dense packing of DNA makes it less likely for transcription factors to bind [2]. In euchromatin, by contrast, chromatin is relatively ‘open’ or loosely packaged, forming ‘beads on a string’ structures. In this open form, gene regulatory proteins may easily bind to the DNA, and nuclear processes such as transcription can be performed and influenced by dynamic nucleosome positioning [3]. Nucleosome position and histone marks play important roles to demarcate regulatory elements such as promoters, enhancers, and repressed regions.

Enhancers are non-directional regulatory elements that control gene expression at a distance on linear DNA [4]; i.e. they reside in so-called non-coding DNA regions such as intergenic regions and introns. Several histone marks (H3K4me1, H3K4me2, H3K9Ac, H3K14Ac, H3K27Ac) [5, 6] and nucleosome-depleted regions have been shown to correlate or to be associated with regions that display enhancer activity; nucleosome-depleted regions can be visualized by DNaseI-sensitivity and/or Formaldehyde-Assisted Isolation of Regulatory Elements (FAIRE) [7]. Enhancers generally contain DNA-recognition motifs for transcription factors, which regulate gene expression upon binding, and loop to the transcriptional start sites of target genes [4].

Recently, a number of studies investigated the roles of regulatory elements, distal from transcription start sites (TSS) (i.e. enhancers), and revealed that the multiplicity of cell states was determined by tissue-specific distal regulatory elements [7, 8]. In the present study, we hypothesized that cell type specific enhancers may distinguish breast epithelial cells with different phenotypes. In order to identify such specific enhancers related to the maintenance of distinct breast epithelial phenotypes, human mammary epithelial cell (HMEC) and breast cancer cell line (MDAMB231) were chosen to study, representing extremes of breast epithelial cells. In addition, both cell types were selected because they have been shown to be estrogen receptor (ER) negative: MDAMB231 is a triple-negative breast cancer cell line [9–12]. It is known that breast cancer (BCa) can arise from the transformation of a normal ER-negative mammary epithelial cell [13]. Previous studies support the notion that epithelial to messenchymal transition (EMT) in breast cancer is linked to the triple negative (ER-, PR-, HER2-) breast cancer subgroup and even to cancer stem cells [14–16]. However, it has been shown that ER signaling can regulate EMT [17]. The presence of ER in certain BCa cells may complicate analyses by having differently regulated genes and changes in chromatin structures upon ER binding to regulatory elements [18, 19]. By using ChIP-seq and FAIRE-seq methods, we identified enhancers, which were unique to each cell type of breast epithelial cells (i.e. HMEC and MDAMB231) -- we specifically excluded ER + cell lines from our analyses for reasons alluded to above. The expression profiles of genes in these two types of cells along with histone marks were investigated in order to identify the target genes of cell type specific enhancers. In our view, information gained using the approaches described in this study will aid the understanding of epigenetic regulation and breast cancer biology.

## Results and discussion

### Characterization of breast epithelial cell type specific enhancers

Identification of enhancer specific histone modification mark, H3K4me1 by ChIP-seq, revealed 110,715 peaks in both cell types. 

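The MDAMB231 part of these data came from a human breast cancer cell line cultured in DMEM with 5% FBS. ChIP-seq, in which an antibody pulls down DNA bound to a modified histone, was performed with antibodies against H3K4me1, H3K4me3 and H3K27Ac, with 2 samples for each mark and 1 input sample. The paper reports that the replicates were analysed separately and then combined, and each mark has a single list of peaks called on the combined reads against input with MACS. No error between replicates can therefore be given for any peak. Reads were aligned to GRCh37 (hg19), and duplicates and reads of low mapping quality were removed before peak calling. The paper's Table S1 gives 53543821 filtered reads for H3K4me1, 43265885 for H3K4me3, 42514557 for H3K27Ac and 41997637 for the input. The deposited lists held 26771 H3K4me1 peaks, 18019 H3K4me3 peaks and 37495 H3K27Ac peaks. Their median widths were 3041 bp, 2524 bp and 2664 bp, respectively. The score of each peak is the authors' own, minus 10 times the log10 of the MACS p-value, and the lowest H3K4me1 score was 50.01. Scores of 3100 or more made up 56.8% of the H3K4me3 list and 10.5% of the H3K27Ac list, so the strongest peaks of these marks could not be ranked by score. A peak was counted as overlapping another peak or an enhancer locus when they shared at least 1 base. Overlaps between complete lists were compared with 10000 lists in which all peaks of a chromosome were moved together by a random distance of 100 kb to 1 Mb. Among the H3K4me1 peaks, 20000 (74.7%) shared sequence with an H3K27Ac peak, against a mean of 11.4% for the shifted lists (two-sided permutation test, p = 0.0002, the smallest that 10000 shifts can give). Only 4182 H3K4me1 peaks (15.6%) shared sequence with an H3K4me3 peak, against 4.65% for the shifted lists (same permutation test, p = 0.0002). When the centre of the H3K4me1 peak had to lie inside the other peak, these shares were 69.9% and 7.91%. Peaks are not independent replicates, so the test describes these combined libraries.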

Unlike other histone marks such as H3K4me3 and H3K27Ac, the overlap of H3K4me1 peaks between two cell types were only 22 percent for HMEC and 70 percent for MDAMB231 (Additional file 1: Figure S1 and Additional file 2: Table S1, Table S2, Table S3). This indicated that large numbers of enhancers defined by this histone modification mark were unique to either cell type, and there were relatively more H3K4me1 marked enhancers in HMEC than MDAMB231. 

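The MDAMB231 H3K4me1 peaks covered 100.1 Mb, or 3.30% of the sequence of chromosomes 1 to 22 and X. With the MACS p-value at or under 1e-10 in place of the authors' threshold, 15282 of them remained. The paper's Table S1 lists 83944 H3K4me1 peaks from 27457058 filtered reads for HMEC, so the cell type with fewer peaks was the one sequenced more deeply.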

For further downstream analysis, we selected the top 2,000 most robust cell type specific H3K4me1 sites (Additional file 2: Table S4, Table S5) ranked by fold-change of ChIP-seq tags between two cell types using findPeaks software from HOMER ( http://homer.salk.edu/homer/) (see Methods) [20]. In order to verify the method used to identify cell type specific enhancers, we compared our HMEC specific enhancer loci (HSEL) with enhancers classified by using a multivariate Hidden Markov Model in HMEC from ENCODE database [21]. Ninety-seven percent of HSEL (n = 1940) overlapped with HMM enhancers (42 percent with weak enhancers in HMM, 58 percent with strong enhancers in HMM), indicating that our method is applicable. 

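The HMEC specific enhancer loci of Table S4 were compared with the MDAMB231 peak lists. The copy of the table used here holds all but 2 of the paper's 2000 loci, so counts are given without a test, and 2 more loci could be added to each. Of these loci, 110 (5.51%, 95% Wilson interval 4.59% to 6.59%) shared sequence with an MDAMB231 H3K4me1 peak. An MDAMB231 H3K27Ac peak was found at 102 loci, an H3K4me3 peak at 26 and a FAIRE peak at 53. When the loci were widened by 1 kb on each side, these counts rose to 171, 65 and 129. With FAIRE peaks at or above the median height of the list, the FAIRE count fell to 12. With the centre of the locus inside the FAIRE peak, that count was 39. With H3K4me1 peaks of p at or under 1e-10, the share with an H3K4me1 peak fell to 2.55%.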

At HMEC specific enhancer loci (HSEL), H3K4me1 marks were highly enriched in HMEC, compared to MDAMB231 with more than 60 fold higher mean density of H3K4me1 ChIP-seq tags (Figure 1A). To illustrate, we selected a distinct HSEL located in the intron of *CDH3* and 60 kb upstream of the *CDH1*’s transcription start site. 

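This locus is listed on chromosome 16 from 68700200 to 68700424 (hg19) as active, and its centre lies in an intron of CDH3. In the GENCODE annotation on GRCh37, the transcription start site of CDH1 (ENSG00000039068) is at 68771195, 70.9 kb from the centre of the locus. The nearest MDAMB231 H3K4me1 peak was 122135 bp away and had a score of 212. The nearest H3K27Ac peak was 6611 bp away, with a score of 61.1, and with peaks of p at or under 1e-10 that distance was 39909 bp. An MDAMB231 FAIRE peak from 68699044 to 68700208, with a height of 35.8, ended inside the locus.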

*CDH1* and *CDH3* encode calcium-dependent cell-cell adhesion glycoproteins, E-cadherin and P-cadherin, respectively. E-cadherin is expressed in most normal epithelial cells, and loss of E-cadherin expression has been observed in various tumors including breast cancer [22–24]. Unlike E-cadherin, P-cadherin is expressed in limited epithelial tissues, and it has been reported that this gene is aberrantly expressed in breast cancer cells [25–28]. Similarly, we identified MDAMB231 specific enhancer loci (MSEL) unique in the MDAMB231 cell type (Figure 1B). 

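Table S5 was compared with the MDAMB231 H3K4me1 peaks, in a copy that holds all but 2 of the paper's 2000 loci. Of these MSEL, 1120 (56.1%, 95% Wilson interval 53.9% to 58.2%) shared sequence with a MACS peak of the combined H3K4me1 libraries, and the 2 missing loci could raise the count to at most 1122. The other 878 MSEL shared no base with one. Among the 876 of them on chromosomes 1 to 22 and X, the nearest H3K4me1 peak was at a median distance of 32702 bp, and none was within 1 kb. With peaks of p at or under 1e-10, the share of MSEL with an H3K4me1 peak was 37.9%. The paper selected the MSEL by the fold-change of H3K4me1 tags between the cell types with HOMER, a different method from the MACS peak calls. The paper states that the MSEL it identified are unique to MDAMB231.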

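One active MSEL is listed on chromosome 14 from 54447501 to 54447755 (hg19), in an intergenic region. The transcription start site of BMP4 (ENSG00000125378) lies at 54425479 in the GENCODE annotation, on the minus strand, 22.1 kb from the centre of the locus. The locus lay inside an H3K4me1 peak from 54443780 to 54449001 with a score of 353, and inside an H3K27Ac peak from 54444529 to 54448632 with a score of 1587. A FAIRE peak from 54446513 to 54447715 had a height of 128. The nearest H3K4me3 peak was 16184 bp away.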

An example of such a MSEL site is located 20 kb upstream from the transcription start site of *BMP4*, which encodes a bone morphogenetic protein 4 (BMP4). BMPs are first detected in extracts of bone and they regulate various developmental processes [29]. BMP4 is involved in development of mammary gland and required for migration and invasion of breast cancer [29–31].

**Figure 1:**
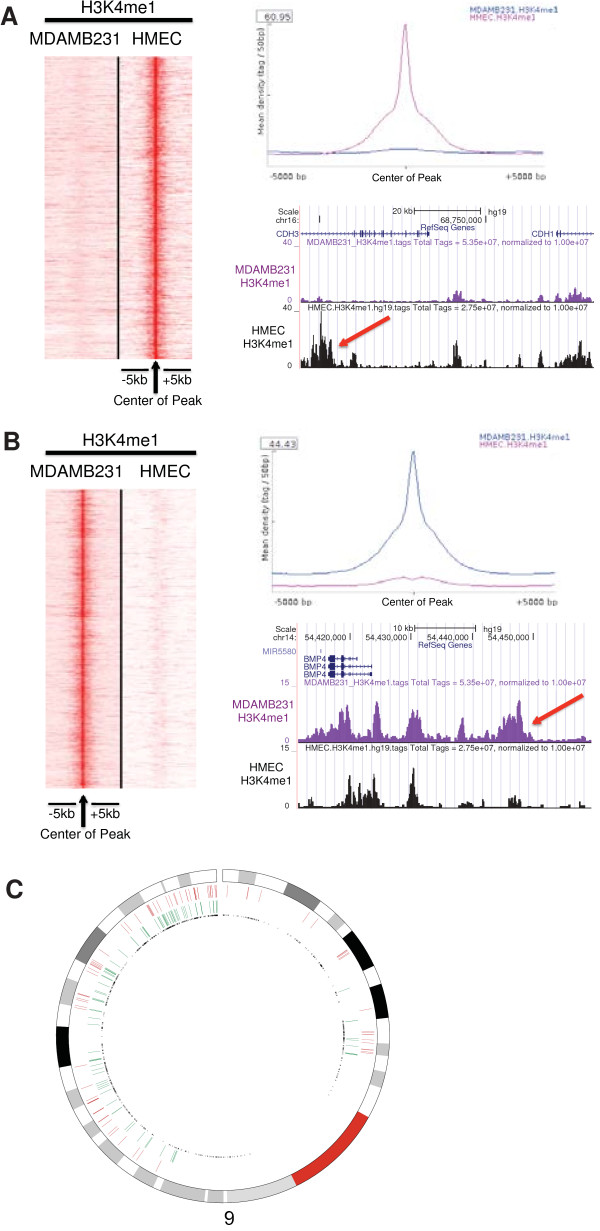
**Cell type specific enhancer loci identification in breast epithelial cells (HMEC and MDAMB231). (A)** H3K4me1 ChIP-seq tags from both cells at the center of HMEC specific enhancer loci (HSEL) were graphed in the heatmap (red: higher density) (left). Mean density of H3K4me1 ChIP-seq tags from both cells at the HSEL (top right). An example of the HSEL was located in the intron of *CDH3* gene, near *CDH1* gene (red arrow) (bottom right). **(B)** H3K4me1 ChIP-seq tags from both cells at the center of MDAMB231 specific enhancer loci (MSEL) were graphed in the heatmap (red: higher density) (left). Mean density of H3K4me1 ChIP-seq tags from both cells at the MSEL (top right). An example of the MSEL located 20 kb upstream of the *BMP4* gene (red arrow) (bottom right). **(C)** Genomic distribution of cell type specific enhancer loci in chromosome 9 (red: HSEL, green: MSEL, black: transcription start sites).

Next, we investigated the genomic distributions of the HSEL and MSEL. 

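Each MSEL was assigned to the annotation at its centre, using all GENCODE transcripts on GRCh37, with the promoter from 1 kb upstream to 100 bp downstream of a transcription start site. Among the MSEL in the copy of Table S5, 992 (49.6%, 95% Wilson interval 47.5% to 51.8%) were in introns and 583 (29.2%) were intergenic. Promoters held 227 MSEL (11.4%) and transcription termination sites 98 (4.91%). Among the 26771 MDAMB231 H3K4me1 peaks, 58.5% were in introns, 26.6% were intergenic and 6.96% were in promoters. With promoters of 2 kb on each side of a start site, 26.8% of the MSEL were in promoters and 68.4% in introns or intergenic regions.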

Most of the HSEL and MSEL specific marks were found in introns and intergenic regions (Additional file 1: Figure S2A, S3A). The HSEL and MSEL were distributed evenly throughout the genome, with no specific chromosomal enrichment (Additional file 1: Figure S2B and Figure S3B). 

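Over chromosomes 1 to 22 and X, the copy of Table S5 holds 1996 MSEL, or 0.657 per Mb. Chromosome 19 had 110 MSEL (1.86 per Mb), chromosome 17 had 143 (1.76 per Mb) and chromosome 20 had 103 (1.63 per Mb). Chromosome 18 had 8 (0.102 per Mb) and chromosome X had 10 (0.0644 per Mb). The MDAMB231 H3K4me1 peaks had another distribution, with 243 peaks on chromosome 19 and 385 on chromosome 18. This gave 453 MSEL per 1000 H3K4me1 peaks on chromosome 19 and 20.8 on chromosome 18, against 74.6 over these chromosomes together. This rate counts MSEL both on and off peaks. Only 23 of the 110 MSEL on chromosome 19 (20.9%) shared sequence with an H3K4me1 peak, and 6 of the 8 on chromosome 18 did. No test was run, because the table is held in part.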

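In the copies of Tables S4 and S5, chromosome 9 carried 106 MSEL and 100 HSEL. When the chromosome was divided into 142 bins of 1 Mb, 43 bins had an MSEL, 43 had an HSEL and 26 had both. These 26 bins held 70 of the MSEL and 70 of the HSEL. An HSEL lay within 100 kb of 33 of the 106 MSEL (31.1%) on this chromosome, compared with 329 of 1996 MSEL (16.5%) on chromosomes 1 to 22 and X. The share was higher on chromosomes 21 (56%), 22 (45.2%) and 16 (38%), and was 3.36% on chromosome 5. The density of HSEL was 0.935, 1.81 and 1.32 per Mb on chromosomes 21, 22 and 16, and 0.464 on chromosome 5. No number expected by chance was computed for these shares or bins, so they do not show clustering by themselves.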

Remarkably, although the two sets of putative enhancer groups were mutually exclusive (by selection), some of them still appear to cluster in the same genomic regions as exemplified by chromosome 9 (Figure 1C). These data seem to be consistent with the finding that cell type specific enhancers with related functions cluster in chromosomal regions with correlated gene expressions in different cell types [32]. These speculative enhancer clusters may be related to the high density of TSSs, high density of pioneer protein binding, and/or chromatin structures at these regions. In order to test these possibilities, further investigations near the enhancer clusters such as calculating gene density, transcription factor binding, analyzing DNA methylation, and nuclear lamina associated domains are required.

### Nearby gene expression change by cell type specific enhancers

The next biological question was to determine which genes might be targets of the cell type specific enhancer loci identified above (HSEL and MSEL). To this end, the differentially expressed genes in HMEC and MDAMB231 were analyzed using published data [33] and then matched to the cell-type specific enhancers identified here. Several approaches were used to examine the relationships between cell type specific enhancers and gene expression.

In the first approach, we selected the highest confidence cell type specific genes and examined their distribution relative to cell type specific enhancers. For this purpose, genes with a p-value < 0.05 (3,174 genes for HMEC, 2,670 genes for MDAMB231) were ranked based on their fold-change in two cell type. The top 300 differentially expressed genes, which represent about the top 10 percent of the genes, were selected and statistical enrichment analyses were performed, using a fixed-distance metric of 100 kb to the nearest enhancer site. There were twice as many overexpressed genes in HMEC than randomly sampled genes (see Methods), whose transcription start sites were located within 100 kb of HSEL (109 genes out of top 300, which showed higher expression in HMEC than MDAMB231 vs. 54 out of 300 random control genes). Similarly, there were 1.9 times as many overexpressed genes in MDAMB231 than randomly sampled genes, whose transcription start sites were located within 100 kb of MSEL (104 out of top 300 overexpressed genes in MDAMB231 vs. 55 out of 300 random control genes) (Figure 2A). Under the hypothesis of independent assignment of the feature, cell type specific enhancers and overexpression, we found that the number of differentially expressed genes having HSEL would be between 45 and 70 genes (95% confidence interval) by direct simulation (k = 100,000). Similarly, the number of differentially expressed genes having MSEL would be between 42 and 67 (95% confidence interval) if the relationship between expression and cell type specific enhancer was independent. The above reported numbers of 109 and 104 for overexpressed genes (in HMEC and MDAMB231, respectively) with cell type specific enhancers (HSEL and MSEL, respectively) fell outside of these intervals. Conversely, the reported numbers of 37 and 29 for underexpressed genes (i.e. overexpressed genes in the other cell type) in HMEC and MDAMB231, respectively with cell type specific enhancers (HSEL and MSEL, respectively) were below 45 and 42 (95% confidence). Therefore, these data suggest that overexpressed genes in one cell type (HMEC or MDAMB231) are enriched in the vicinity of cell type specific enhancers HSEL and MSEL respectively, and this enrichment is accompanied by a concomitant depletion of cell type specific enhancers from the other cell type.

**Figure 2:**
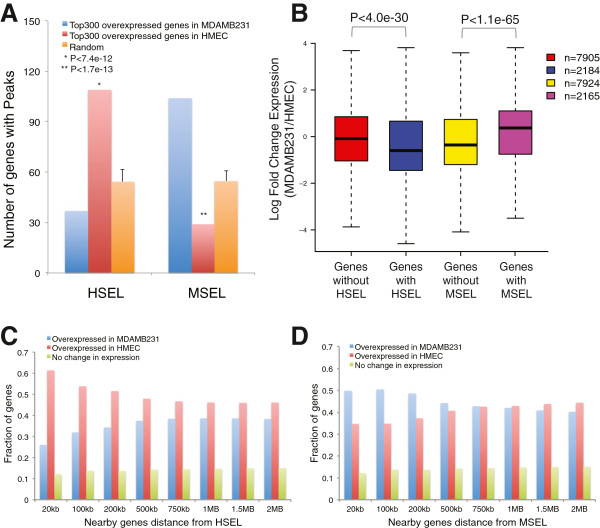
**Expression level of nearby genes of the HSEL and MSEL. (A)** Number of genes with cell type specific enhancer loci (i.e. HSEL, MSEL) from top 300 overexpressed genes in MDAMB231 (blue), top 300 overexpressed genes in HMEC (red), and three randomly selected 300 gene datasets as controls (orange). The enrichment of genes with cell type specific enhancer loci in each group was calculated by performing chi-square test between groups. **(B)** Log fold change of nearby gene expression boxplot for the HSEL and MSEL (in windows of 100 kb). Student t-test was applied between groups in order to calculate p-values. Nearby genes of cell type specific enhancer loci (HSEL **(C)**, MSEL **(D)**) were categorized to three groups; overexpressed genes in MDAMB231 (blue), overexpressed genes in HMEC (red), and no change in gene expression (green), and fraction of genes for each category was graphed. Eight different window sizes were used for the nearby gene distance from cell type specific enhancer loci: from 20 kb windows of cell type specific enhancer loci (±20 kb of HSEL/MSEL) up to 2 Mb windows (±2 Mb of HSEL/MSEL).

In a second approach, we centered our analysis on the cell type specific enhancers and compared the expression profile of genes within a 100 kb window on either side of the HSEL or MSEL. If it is indeed the case that there is a relationship between the presence of cell type specific enhancers and differentially expressed genes, then we should be able to detect an effect of such enhancers on nearby gene expression. On average, the expression levels of genes with HSEL (1,418 genes, 2,184 probes) were significantly higher in HMEC than MDAMB231 as indicated by the plotted ratio, compared to control genes, which were not near HSEL (Additional file 1: Figure S4A and Figure 2B). Likewise, the average expression levels of genes with MSEL (1,405 genes, 2,165 probes) were higher in MDAMB231 than HMEC as indicated by the plotted ratio, compared to control genes, which were not near MSEL (Additional file 1: Figure S4B and Figure 2B). In addition, we plotted all the genes within a 100 kb window on either side of the HSEL or MSEL in a scatter plot with x-axis for expression levels in HMEC and y-axis for expression levels in MDAMB231. Among genes within a 100 kb window on either side of the HSEL, there were more overexpressed genes in HMEC than in MDAMB231. Conversely, among genes within a 100 kb window on either side of the MSEL, there were more overexpressed genes in MDAMB231 than in HMEC (Additional file 1: Figure S5). Collectively, these results indicated that cell type specific enhancers were well correlated with differentially expressed genes in both cell types.

In order to infer the physical range over which the presence of cell type specific enhancers influences gene expression levels, we examined the fraction of differentially expressed genes as a function of distance from the enhancer. To this end, genes were grouped in increasing window sizes around the cell type specific enhancers from 20 kb up to 2 Mb. All the genes within given window sizes of cell type specific enhancers were then categorized as either overexpressed in HMEC, overexpressed in MDAMB231, or not differently expressed genes.

Genes nearby HMEC specific enhancers were expressed higher in HMEC compared to MDAMB231, but the effect decreased as the distance between HSEL and nearby genes increased in general. For instance, the overexpressed genes in HMEC were 1.7 times more than overexpressed genes in MDAMB231 within a 100 kb window on either side of these HSEL (p = 4.2e-32) (Figure 2C, Additional file 1: Figure S6A and Additional file 2: Table S6). However, the overexpressed genes in HMEC were only 1.2 times more than overexpressed genes in MDAMB231 within a 750 kb window on either side of these HSEL. There were still relatively more overexpressed genes in HMEC even within a 2 Mb window on either side of the HSEL. This maybe due to the fact that average expression value for all genes probed in the microarray was a little bit higher in HMEC as a possible result of having more enhancers in HMEC, compared to MDAMB231 (Additional file 1: Figure S7). Among control genes, which were not near HSEL, the overexpressed genes in HMEC were about 1.2 times more than overexpressed genes in MDAMB231 regardless of the distance (Additional file 1: Figure S8A). Therefore, we can interpret these results that there were significantly more overexpressed genes in HMEC when the distance from HSEL was smaller than 750 kb. The effect decreased if the window size increased from 750 kb to 2 Mb. When the distance between HSEL and nearby genes was bigger than 750 kb, the fraction of overexpressed genes in HMEC was not statistically significant, compared to control genes (p > 0.17) (Additional file 2: Table S6).

Conversely, more genes nearby MDAMB231 specific enhancers were expressed higher in MDAMB231, compared to HMEC when the window size was smaller than 750 kb. The overexpressed genes in MDAMB231 were 1.4 times more than overexpressed genes in HMEC within a 100 kb window on either side of these MSEL (p = 6.76e-17) (Figure 2D, Additional file 1: Figure S6B). The effect of MSEL on increasing gene expression in MDAMB231 vs. HMEC was most significant when the window size between MSEL and nearby gene was 100 kb (Additional file 2: Table S6). However, the effect decreased as the window size increased. Thus, almost the same number of overexpressed genes in MDAMB231 (n = 1,687) and overexpressed genes in HMEC (n = 1,679) was found within a 750 kb window on either side of these MSEL (p = 0.86) (Figure 2D, Additional file 1: Figure S6B). In control genes, which were not near MSEL (from window size 20 kb to 2 Mb), there were more overexpressed genes in HMEC than overexpressed genes in MDAMB231 regardless of the distance (Additional file 1: Figure S8B and Additional file 2: Table S6).

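A set of H3K4me1 sites present in both cell types is listed in Table S7, of which the copy used here holds all but 1 of the paper's 2000 loci. All of these shared sequence with an MDAMB231 H3K4me1 peak, and 1709 (85.5%) had the bounds of a single peak of the MDAMB231 list, apart from a constant shift of the start. With H3K4me1 peaks of p at or under 1e-10, 1151 (57.6%) shared sequence with one. An MDAMB231 H3K27Ac peak was found at 1626 of them (81.3%), a FAIRE peak at 1497 (74.9%) and an H3K4me3 peak at 462 (23.1%). Their median width was 3295 bp, so a chance overlap is more frequent for them than for the narrower MSEL. One of them lies on chromosome 17 from 47720988 to 47726554 (hg19) in the SPOP gene, where all 4 MDAMB231 lists had a peak and the H3K27Ac score was 2857.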

As another control dataset, we selected 2,000 H3K4me1 sites found in both cell types (called shared enhancers) (Additional file 1: Figure S9 and Additional file 2: Table S7), and investigated gene expression levels near the shared enhancers from window size 20 kb to 2 Mb. Unlike genes near cell type specific enhancers, there were approximately the same number of overexpressed genes in HMEC and overexpressed genes in MDAMB231 across the window size from 20 kb to 2 Mb (Additional file 1: Figure S10, Additional file 2: Table S6). For example, there were 630 overexpressed genes in MDAMB231 and 673 overexpressed genes in HMEC within a 100 kb window of shared enhancers (p > 0.11). Within a 2 Mb window of shared enhancers, 2,206 overexpressed genes in MDAMB231 and 2,258 overexpressed genes in HMEC were found.

As Chepelev et al [34] and Sheffield et al [35] suggested, our findings further supported that on average, cell type specific enhancers seemed to regulate genes closer than 100 kb, but the effect decreased as the gene distance increased: The significance of correlation was evident with nearby genes as far 750 kb from cell type specific enhancers (Figure 2B,C,D, Additional file 1: Figure S11). These findings remained consistent when we investigated genes at each distance interval from window size 20 kb to 2 Mb of enhancers (Additional file 1: Figure S12, Additional file 2: Table S8). Overall, cell type specific enhancers were correlated with nearby genes, which were differentially expressed in both cell types.

### Enhancer status and nearby gene expression level change

Recently, several groups categorized enhancers into a number of functional classes by using histone modifications [36, 37]. From these studies, it became apparent that H3K27Ac marks demarcate active enhancers, whereas H3K4me1 marks define both active and poised enhancers. In other words, enrichment of H3K4me1 and H3K27Ac correlated with active and engaged enhancers [38, 39], whereas poised enhancers (H3K4me1 without H3K27Ac marks) correlated with relatively lower expression levels of the target genes [36].

In order to determine whether the expression levels of nearby genes in our study were also correlated with the enhancer status as defined above, we classified HSEL as poised (n = 1,270) or active (n = 730) using K means linear clustering with H3K27Ac ChIP-seq data [40] (Figure 3A, Additional file 2: Table S4). When classifying the MSEL in a similar manner, 1,021 poised MSEL and 979 active MSEL were identified (Figure 3B, Additional file 2: Table S5).

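The copy of Table S5 holds all 1021 poised MSEL and 977 of the 979 active MSEL. An MDAMB231 H3K27Ac peak shared sequence with 951 of the 977 active MSEL (97.3%, 95% Wilson interval 96.1% to 98.2%) and with 362 of the 1021 poised MSEL (35.5%, 32.6% to 38.4%). With H3K27Ac peaks of p at or under 1e-10, these shares were 94.3% and 23.3%. The H3K27Ac peaks at poised MSEL had a median score of 136, those at active MSEL 815, and the whole list 591. The paper classified the MSEL by clustering of H3K27Ac tags from the same libraries, so the peaks and the classes are not independent.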

**Figure 3:**
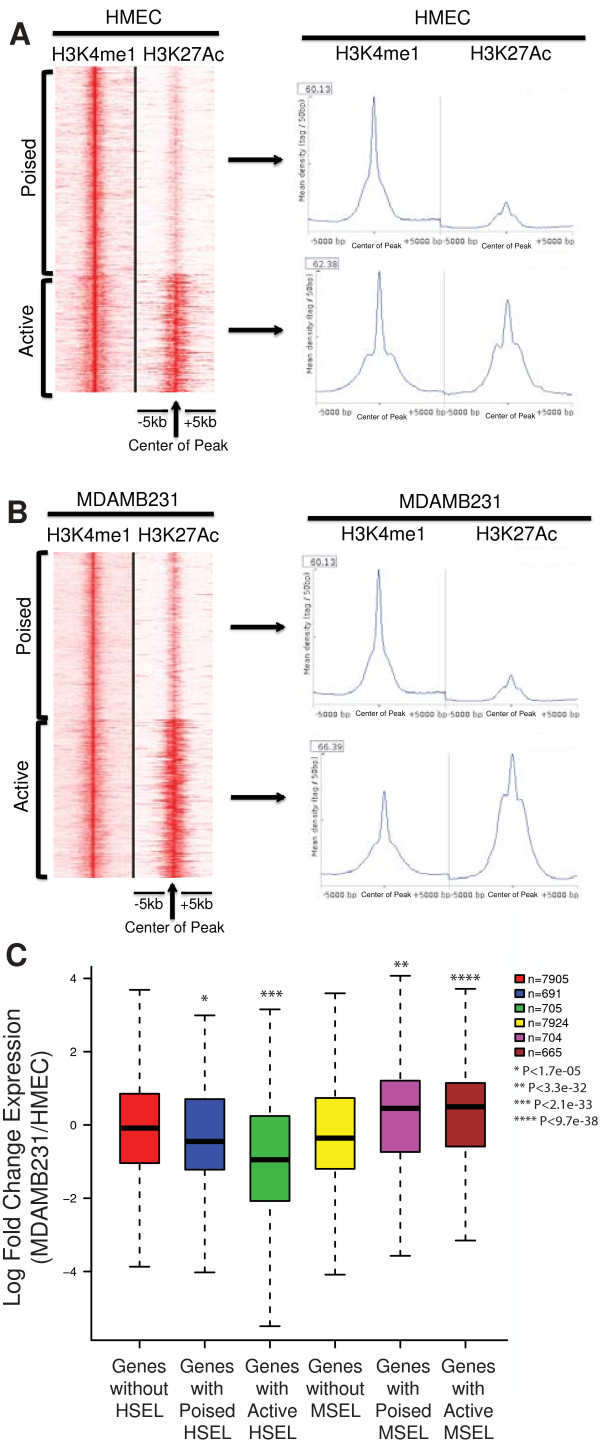
**Poised and active enhancers. (A)** H3K4me1 and H3K27Ac ChIP-seq tags from HMEC at the HSEL were graphed in the heatmap (red: higher density) (left). Mean density of H3K4me1 and H3K27Ac ChIP-seq tags from HMEC at the poised HSEL (top right) and the active HSEL (bottom right) **(B)** H3K4me1 and H3K27Ac ChIP-seq tags from MDAMB231 at the MSEL were graphed in the heatmap (red: higher density) (left). Mean density of H3K4me1 and H3K27Ac ChIP-seq tags from MDAMB231 at the poised MSEL (top right) and the active MSEL (bottom right) **(C)** Log fold change of nearby gene expression boxplot for the poised/active HSEL and poised/active MSEL. Student t-test was applied between groups in order to calculate p-values.

Next, the expression levels of nearby genes (+/-100 kb) of the poised and active enhancer groups as defined above were assessed by randomly selecting 500 poised HSEL, 500 active HSEL, 500 poised MSEL, and 500 active MSEL. On average, genes near poised HSEL were significantly overexpressed in HMEC relative to MDAMB231 (Figure 3C, blue boxplot): genes located outside of HSEL were not differentially expressed (Figure 3C, red boxplot). The average expression levels of genes located near active HSEL were even higher in HMEC than MDAMB231 (Figure 3C, green boxplot). Conversely, on average, genes near poised MSEL were expressed at higher levels in MDAMB231 than in HMEC, and the expression levels in MDAMB231 were even higher for genes near active MSEL (Figure 3C, compare purple and crimson vs. yellow boxplots). Therefore, cell type specific enhancer status defined by histone modifications was positively correlated with cell type specific regulation of nearby gene expression.

### Detection of Nucleosome-depleted regions at both poised and active enhancers

In order to investigate open chromatin regions at cell-type specific enhancers, we first intersected FAIRE-seq peaks (n = 57,489) from HMEC with the HMEC specific enhancer loci (HSEL). Most of these open chromatin regions in enhancers correspond to nucleosome-depleted regions [7, 41, 42]. Among our 2,000 HSEL, HMEC FAIRE peaks were found with surrounding enhancer histone marks in 1,004 HSEL (Additional file 1: Figure S13A, B). Among these sites, 550 HSEL were poised, and 454 of them were putatively active (Figure 4A). On the other hand, among our 2,000 MSEL, 1,047 coincided with MDAMB231 FAIRE peaks (n = 46,552) with surrounding enhancer histone marks (Figure 4B, Additional file 1: Figure S13C, D). Among them, 512 were poised, and 535 were putatively active (Figure 4B). 

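FAIRE-seq recovers DNA that is not crosslinked to protein, and so marks nucleosome-depleted regions. MDAMB231 cells were crosslinked with 1% formaldehyde, and there were 2 FAIRE samples and 1 input sample. The paper reports that replicates were combined, and its Table S1 gives 80825540 filtered FAIRE reads and 73387556 input reads. The single deposited list, called with FindPeaks, holds 46552 peaks with a median width of 913 bp, so there is no replicate error. The height of each peak is the authors' own value, with a median of 61.1. At least 1 shared base was required between a locus and a peak, because the paper's text does not name a window. By this rule 1032 of the MSEL in the copy of Table S5, which lacks 2, had a FAIRE peak (51.7%, 95% Wilson interval 49.5% to 53.8%), and the 2 missing loci allow at most 1034. The paper's count is 1047. With the centre of the MSEL inside the FAIRE peak the count was 818, and with MSEL widened by 1 kb on each side it was 1305. Of the MSEL with a FAIRE peak, 713 also had an H3K4me1 peak.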

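Of the MSEL with a FAIRE peak in the deposited list, 509 were poised and 523 were active, and both MSEL missing from the copy are active. These were 49.9% of the poised MSEL (95% Wilson interval 46.8% to 52.9%) and 53.5% of the active MSEL (50.4% to 56.6%). The intervals overlap. With MSEL widened by 500 bp on each side, the shares were 55.4% and 69.7%.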

As *a priori* defined, H3K4me1 marks were more enriched than H3K27Ac in poised enhancers, and H3K27Ac density was much higher than H3K4me1 in active enhancers. However, the mean density of FAIRE peaks in either poised or active enhancers was similar (Figure 4A,B). 

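At the level of peaks, 482 of the 1021 poised MSEL (47.2%) had an MDAMB231 H3K4me1 peak, more than the 362 with an H3K27Ac peak. Among the 977 active MSEL the order was the opposite, with 638 (65.3%) having an H3K4me1 peak. With peaks of p at or under 1e-10, an H3K4me1 peak was found at 274 poised MSEL (26.8%) and 483 active MSEL (49.4%), and an H3K27Ac peak at 238 and 921. No peak of any of the 4 lists was found at 267 poised MSEL and at 6 active MSEL.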

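The highest FAIRE peak sharing sequence with each MSEL had a median height of 68.8 at the 509 poised MSEL (95% interval of the median 66.7 to 72.6) and 80.2 at the 523 active MSEL (77.1 to 83.8). The quartiles were 55.8 and 86.3 at poised MSEL, and 63.2 and 105 at active MSEL. The intervals of the medians do not overlap, although most of the heights do. These are heights of called peaks, not mean tag densities over all loci, and no test was run because the table is held in part. An H3K4me3 peak was found at 213 of the 977 active MSEL (21.8%) and at 59 of the 1021 poised MSEL (5.78%). Such loci were not set aside for these heights, nor for the shares of MSEL with a FAIRE peak.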

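Counted the other way, 512 of the 1021 poised MSEL and 454 of the 977 active MSEL had no MDAMB231 FAIRE peak. With loci widened by 500 bp on each side, 455 poised and 296 active MSEL had none. With the FAIRE peaks at or above the median height of the list, 32.7% of poised MSEL and 41.4% of active MSEL had one, and with the centre of the locus inside a FAIRE peak, 41.4% and 40.4% did.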

Overall, regardless of enhancer status, about fifty percent of enhancers were at nucleosome-depleted regions. 

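The relation between H3K27Ac and FAIRE in MDAMB231 was examined over the 22589 H3K4me1 peaks that shared no base with an H3K4me3 peak. Of these, 15936 had an H3K27Ac peak, and 2507 of those had no FAIRE peak. A FAIRE peak was present at 84.3% of the H3K4me1 peaks with H3K27Ac and at 45.1% of the 6653 without. The odds ratio was 6.53 (95% interval 6.12 to 6.96), and over 10 classes of H3K4me1 peak width the Mantel-Haenszel odds ratio was 3.95 (3.68 to 4.23). Single width classes had odds ratios as far apart as 2.79 and 24.6, so the common value does not describe each class. Among MSEL with an H3K27Ac peak, 736 of 1313 (56.1%) had a FAIRE peak, compared with 296 of 685 (43.2%) without. Within the poised MSEL these shares were 62.4% and 42.9%. Within the active MSEL they were 53.6% (95% Wilson interval 50.45% to 56.8%) and 50% (32.1% to 67.9%). Only 26 active MSEL had no H3K27Ac peak, too few to tell the active shares apart. Of the active MSEL with an H3K27Ac peak, 441 shared no base with a FAIRE peak, and loci beside a FAIRE peak are among those counted.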

Although one study reported that H3K27Ac is not enriched in enhancers without DNaseI hypersensitive sites [43], our results suggested that the H3K27Ac mark was not dependent on the presence of nucleosome-depleted regions, as detected by FAIRE. Poised enhancers still retained nucleosome depletion even without H3K27Ac enrichment (Figure 4C).

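Among the 659 poised MSEL without an H3K27Ac peak, 283 (42.9%, 95% Wilson interval 39.2% to 46.7%) had a FAIRE peak. Of the 362 poised MSEL with an H3K27Ac peak, 226 (62.4%, 57.3% to 67.3%) had one. The poised MSEL of Figure 4C is listed on chromosome 7 from 1650942 to 1651196 (hg19), in an intergenic region 40.4 kb from the transcription start site of PSMG3. It lay in an H3K4me1 peak with a score of 59.7, which is not among the peaks of p at or under 1e-10, and shared sequence with a FAIRE peak from 1650997 to 1652001 of height 74.2. The nearest H3K27Ac peak was 38552 bp away. The paper shows this locus as an example, and states that poised enhancers kept their nucleosome depletion without enrichment of H3K27Ac.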

**Figure 4:**
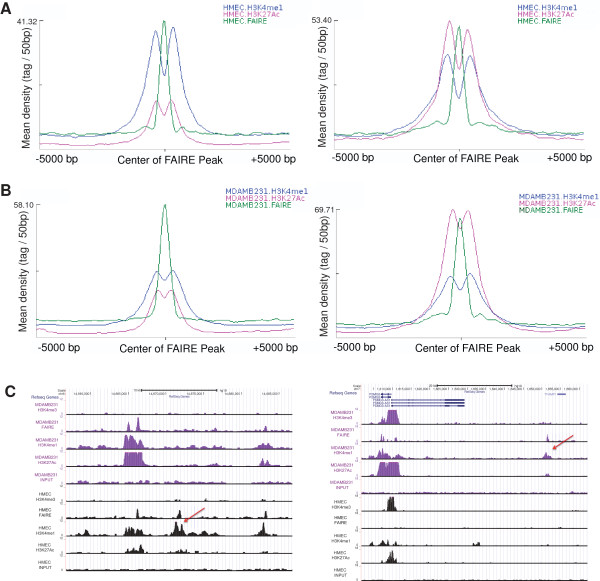
**Poised and active enhancers with FAIRE signals. (A)** Mean density of H3K4me1, H3K27Ac ChIP-seq, and FAIRE-seq tags from HMEC at the center of poised (left) or active (right) HSEL, which were intersected with HMEC FAIRE **(B)** Mean density of H3K4me1, H3K27Ac ChIP-seq, and FAIRE-seq tags from MDAMB231 at the center of poised (left) or active (right) MSEL, which were intersected with MDAMB231 FAIRE **(C)** UCSC genome browser screenshots for examples of poised cell type specific enhancer loci with FAIRE signal (left: poised HSEL, right: poised MSEL)

We investigated this relationship even further by correlating FAIRE signals with the expression levels of genes within a 100 kb window of the signal. When the top 2,000 cell-type specific nucleosome-depleted regions were selected and nearby gene expression levels were calculated, significant correlations were apparent between the nearby gene expression levels and presence of cell type specific FAIRE signals (data not shown).

In order to determine whether the presence of FAIRE peaks in HSEL and MSEL can further increase the apparent specificity of association with cell-type specific gene expression, we again examined gene expression. When the poised and active cell type specific enhancers were further classified according to FAIRE signals, and the expression level differences of nearby genes (+/-100 kb) were assessed, HSEL with FAIRE signals seemed to more strongly associate with nearby cell type specific gene expression levels at both enhancer states (Additional file 1: Figure S14A, C). However, there was no statistically significant difference in gene expression levels near MSEL by the presence of FAIRE signals (Additional file 1: Figure S14B, C). In our analyses, FAIRE signals in enhancers seemed to significantly affect gene expression levels in normal breast epithelial cells, but not in the breast cancer cells. In addition, when all of the FAIRE signals in HMEC (n = 57,489) were intersected with 11 different histone modification marks (i.e. H3K27me3, H2A.Z, H3K9me3, H3K79me2, H3K36me3, H3K20me1, H3K9Ac, H3K4me2, H3K4me3, H3K27Ac, H3K4me1), more than ninety-seven percent of peaks coincided with above histone marks (n = 55,986). Therefore, the regions identified by FAIRE seem to represent a subgroup of regions enriched by various histone marks [44, 45], indicating the importance of histone marks surrounding the FAIRE signals than FAIRE signals themselves.

### Transcription factors in breast epithelial cell type specific enhancers

Nucleosome-depleted regions are known as sites of transcription factor occupation [18, 46]. Therefore, we searched for such motifs, which may be found at FAIRE peaks in HSEL and MSEL by using TRANSFAC and JASPAR [47, 48]. This database also contains motif matrices from best-scoring TF binding sites identified with a ChIP-chip or ChIP-seq fragment. The search was restricted to the response elements of factors that were known to be expressed in these cells [33]. A chi-square test was performed between the groups to measure the enrichment of transcription factor response elements (summarized in a flow diagram, see Additional file 1: Figure S15).

The results of transcription factor motif searches at FAIRE signals in the HSEL and MSEL revealed that several response elements such as TP63, TFCP2, SMAD3, NF1, and EP300 elements were more highly enriched at HSEL than at MSEL (Table 1). On the other hand, FOS, FOXA, and TCF4 were highly enriched in the FAIRE regions at the MSEL, compared to at HSEL. TP63, which is the most significantly enriched motif in HSEL compared to MSEL, is known to act as a sequence-specific DNA binding transcriptional activator or repressor. TP63 plays an essential role in epidermal development and regulates multiple pathways such as BMP and Notch signaling [49, 50]. TP63 has complicated roles in human cancer: some studies reported its tumor suppressor activity in breast and bladder cancers, but it acted as an oncogene in lung cancer cells [51–53]. It may be required in conjunction with TP73/p73 for initiation of p53/TP53 dependent apoptosis in response to genotoxic insult and the presence of activated oncogenes [54, 55]. In order to test whether transcription factors, which were identified by motif searches, physically bind to breast epithelial cell type specific enhancers, we performed site-specific ChIP analyses by using TP63 antibody in both HMEC and MDAMB231 cells. As the motif search suggested, TP63 was enriched in multiple cell type-specific enhancers of HMEC, located in the intron of the *TP73* gene in 1p36.32, gene desert region in 2q13, intron of *SCHIP1* gene in 3q25.33, and gene desert region in 10q24.33. However, at the same enhancer no TP63 binding was detected in MDAMB231 cells; neither enhancer histone marks nor a FAIRE signal was detected in MDAMB231 cells (Additional file 1: Figure S16, Figure S17). 

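The TP63 sites shown in Figure S16 were located in GRCh37 by their sequences. The site CTGGGCAGGCAAGTCCAGGCGGC lies on chromosome 1 from 3633995 to 3634017, in an intron of TP73, and the nearest MDAMB231 peak of any list was 29034 bp away. The site ACTGCAGACCTTGTCTCCAAGTACA lies on chromosome 2 from 112398372 to 112398396, with the nearest peak at 17466 bp. The site TCCACCAGGACAAGTCAAGCCAG lies on chromosome 10 from 105632029 to 105632051, with the nearest peak at 12280 bp. In the GENCODE annotation both are inside introns. The site TGGCAAAGACAAGTTCCAAGGC lies on chromosome 3 from 159599835 to 159599856, in an intron of SCHIP1. An MDAMB231 H3K4me1 peak from 159600164 to 159601978 was 307 bp from it and covered the neighbouring HSEL from 159600166 to 159600390. The score of this peak was 52.2, close to the lowest score of the list. The nearest FAIRE peak was 8939 bp from the site and the nearest H3K27Ac peak 8381 bp.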

The observation that TP63 binding coincided with open chromatin regions marked by enhancer histone modifications, may be related to their relative expression and protein levels and/or to the fact that the respective cell-type specific enhancers were more or less permissive to transcription factor binding due to their chromatin structures. In order to further investigate this, we measured the expression level of *TP63* gene in HMEC and MDAMB231 by performing additional RT-qPCR and re-visiting the data from microarray data (Additional file 1: Figure S18). Although there was a small discrepancy between expression levels among exons we measured, *TP63* gene was expressed at higher levels in HMEC than MDAMB231. We also measured protein levels of TP63 using western blots, and found that TP63 protein level was higher in HMEC than MDAMB231 (Additional file 1: Figure S19). Therefore, our data here cannot distinguish if cell type specific TP63 binding in these enhancers is due to its protein level and/or chromatin accessibility. However, recent studies reported that TP63 binding may require accessible chromatin and/or additional transcription factors that cooperatively associate with DNA [56, 57]. Further investigations on TP63 activity such as its possible ability to penetrate local nucleosome structures as a pioneer protein or recruit other factors will facilitate the understanding of TP63 binding mechanism in breast cancer.

**Table 1:** **Motif enrichment in cell type specific enhancers**

Motif name	Number of motif in HSEL	Number of motif in MSEL	P-value	Database
TP63	116	4	7.36E-30	TRANSFAC
FOS	398	650	2.90E-24	JASPAR
FOS	352	589	3.09E-21	JASPAR
FOS	49	173	6.27E-19	TRANSFAC
FOS	42	183	2.56E-17	TRANSFAC
FOXA1	277	468	8.01E-16	JASPAR
FOS	352	585	5.15E-14	JASPAR
FOS	39	133	9.59E-14	TRANSFAC
FOXA2	339	514	1.92E-12	JASPAR
FOS	32	143	2.92E-12	TRANSFAC
FOXA1	47	124	4.37E-12	TRANSFAC
FOXA1	32	134	6.36E-12	TRANSFAC
FOS	306	524	6.91E-12	JASPAR
TCF4	95	215	2.33E-10	TRANSFAC
FOXA1	49	117	3.29E-10	TRANSFAC
FOXA1	34	127	4.05E-10	TRANSFAC
FOXA2	9	59	1.41E-08	TRANSFAC
FOXA1	40	129	1.48E-08	TRANSFAC
FOXA1	43	89	2.57E-07	TRANSFAC
FOXA1	28	99	2.91E-07	TRANSFAC
FOXI1	232	347	4.49E-07	JASPAR
FOXA1	34	122	4.80E-07	TRANSFAC
FOXF2	128	214	3.00E-06	JASPAR
FOXD1	121	202	6.78E-06	JASPAR
NR4A2	226	326	1.07E-05	JASPAR
FOXA1	38	94	1.53E-04	TRANSFAC
MAF	220	324	2.61E-04	TRANSFAC
FOXQ1	150	221	2.86E-04	JASPAR
FOXO3	221	303	3.23E-04	JASPAR
MYB	110	139	5.55E-04	TRANSFAC
BACH2	11	36	1.08E-03	TRANSFAC
RORA	208	257	3.94E-03	JASPAR
NFATC2	250	320	4.21E-03	JASPAR
TFCP2	223	200	5.15E-03	TRANSFAC
ELK1	64	101	6.46E-03	JASPAR
SMAD3	106	83	6.92E-03	TRANSFAC
NFE2L2	277	344	9.47E-03	JASPAR
HLTF	81	120	9.77E-03	JASPAR
PPARA	69	84	1.18E-02	TRANSFAC
NFYA	110	152	1.57E-02	JASPAR
MYB	78	97	1.76E-02	TRANSFAC
GABPA	337	404	1.80E-02	JASPAR
RORA	176	237	1.80E-02	JASPAR
MYB	73	107	1.83E-02	JASPAR
NF1	90	72	1.95E-02	TRANSFAC
EP300	170	153	2.05E-02	TRANSFAC
RORA	174	207	3.84E-02	JASPAR
ZEB1	25	15	4.47E-02	TRANSFAC

When we further compared the enriched motifs between the poised and active enhancers, besides above factors, NR3C1, NFATC2, FOXQ1, and PBX1 motifs were significantly enriched at active HSEL than poised HSEL. Conversely, VDR, TFAP2A, TFCP2, BHLHE41, and NFIC motifs were more enriched at poised HSEL than active HSEL (Additional file 2: Table S9). Amongst the MSEL, FLI1//EWSR1, GABPA, ELK1, MYB, and NR2F1 were enriched at active MSEL than poised MSE. Conversely, FOXA motifs were significantly enriched in poised MSEL relative to active MSEL (Additional file 2: Table S10).

### Identification of target genes for each cell type specific enhancer

Nearby genes of cell type specific enhancers (i.e. HSEL and MSEL) were studied to identify more specifically those target genes, whose expression levels were regulated mainly by cell type specific enhancers. For each cell type, there were about 1,400 genes (1,418 for HSEL, 1,405 for MSEL) in 100 kb windows around cell type specific enhancers. Among them, 376 genes were found in both windows of cell-type specific enhancers since some cell-type specific enhancers were clustered. In order to identify specific target genes for each cell type specific enhancer, the overlapped genes were excluded for further analysis. Among the genes located near HSEL only (n = 1,042), 59 percent (n = 617) had higher expression levels in HMEC than MDAMB231, whereas 29 percent (n = 303) had higher expression levels in MDAMB231 than HMEC (p < 0.05). Similarly, among the genes located near MSEL only (n = 1,029), 55 percent (n = 567) had higher expression levels in MDAMB231 than HMEC, whereas 33 percent (n = 335) had higher expression level in HMEC than MDAMB231 (p < 0.05) (Additional file 2: Table S11).

Furthermore, active enhancers regulated gene expression level more significantly than poised enhancers, and they were engaged with promoters of target genes through DNA looping [39]. Therefore, among cell-type specific enhancers, only active enhancers as defined above were chosen, and their putative specific target genes were matched by using nearby cell type specific genes (within 100 kb). Finally, we identified 316 genes, with higher expression levels in HMEC than MDAMB231 near active HSEL (named as HMEC selected genes). These genes were considered regulated by 323 active HSEL (Additional file 2: Table S12). Similarly, 342 genes were identified with higher expression levels in MDAMB231 than HMEC near active MSEL (named as MDAMB231 selected genes). Thus, 309 active MSEL near these genes likely regulate their expression (Additional file 2: Table S13). As an example, one of the active HSEL, which was located 4.5 kb downstream of the transcription start site of the gene, *MARVELD1* seemed to increase the expression level of *MARVELD1, PI4K2A*, and *AVPI1* genes in HMEC (Figure 5A). 

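This HSEL is listed on chromosome 10 from 99477963 to 99478187 (hg19). Its centre is 5.14 kb from the most upstream transcription start site of MARVELD1 (ENSG00000155254), at 99472930, and 3.62 kb from the closest one, at 99474451, and lies near the end of the gene. The start sites of AVPI1 and PI4K2A were 31.1 kb and 77.6 kb away. In MDAMB231 the nearest H3K4me1 peak was 66458 bp from the locus and the nearest FAIRE peak 12787 bp. H3K4me3 and H3K27Ac peaks at the start of MARVELD1 were 2215 bp and 2311 bp away.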

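An active MSEL is listed on chromosome 19 from 11289065 to 11289319 (hg19), in an intron of KANK2 (ENSG00000197256). It lay in an MDAMB231 H3K27Ac peak from 11286249 to 11291594 with a score of 909. The nearest H3K4me1 peak was 22217 bp away and the nearest FAIRE peak 9137 bp. The closest start site of SPC24 was 22.7 kb from it.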

Another example was the active MSEL, located in the intron of *KANK2* genes, and it may regulate the gene expression levels of *SPC24*, *LDLR*, and *KANK2* (Figure 5B). In order to verify the expression levels of these genes in both cell types, we performed RT-qPCR by designing two primer sets for each gene (Figure 5C). *MARVELD1, PI4K2A*, and *AVPI1* genes, near the HSEL in 10q24, were expressed higher in HMEC than MDAMB231. Conversely, *SPC24*, *LDLR*, and *KANK2* genes, near the MSEL in 19p13, were expressed at higher levels in MDAMB231 than HMEC. According to our calculations of all enhancer specific gene, up to 8 nearby genes are regulated by one active cell type specific enhancer, and up to 8 different active cell type specific enhancers may regulate one gene.

**Figure 5:**
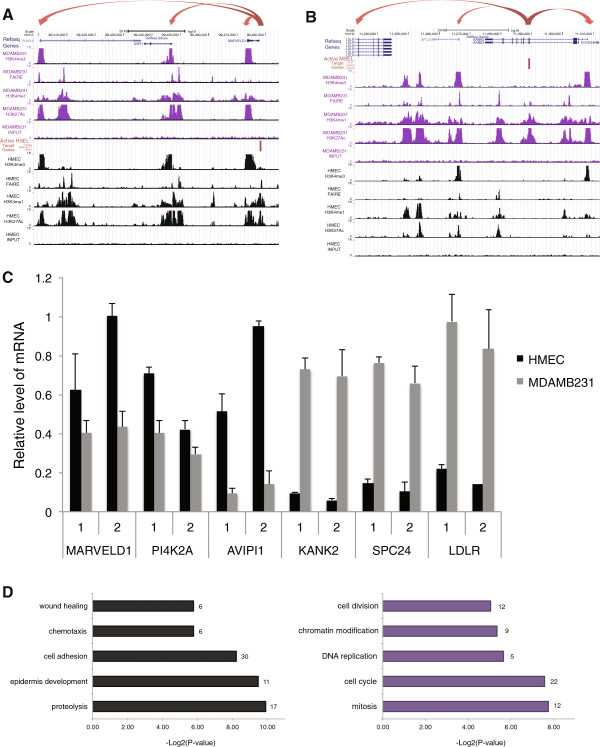
**Identification of target genes, which may be regulated by cell type specific enhancers. (A)** UCSC genome browser screenshot for an example of active HSEL (red bar) and their putative target genes (red arrows) **(B)** UCSC genome browser screenshot for an example of active MSEL (red bar) and their putative target genes (red arrows) **(C)** Quantitative real-time RT-PCR analysis of putative target genes of active HSEL (i.e. *MARVELD1, PI4K2A, AVIPI1)* and active MSEL (i.e. *KANK2, SPC24, LDLR*)*.* Two primer sets located in the exons of each gene were used, and the expression levels were presented relative to *GAPDH* expression. The error bars indicated the standard deviations from triplicate in HMEC (black) and MDAMB231 (grey). **(D)** Gene ontology process categories, which were differentially enriched in the putative target genes of active HSEL (black) and active MSEL (purple). x-axis indicated the -Log2 of p-value, calculated by performing chi-square between groups. The number of genes belonged to each GO category was shown on the right side of the bar.

Lastly, the selected genes, which we identified as putatively regulated by active cell type specific enhancers, were further analyzed by performing gene ontology (GO). When the difference between enrichment of genes in both cell types for each GO biological process category was measured, it was found that there were more genes involved in proteolysis, epidermis development, cell adhesion, chemotaxis, and wound healing in HMEC selected genes than MDAMB231 selected genes (p < 0.02). On the other hand, of the genes that we proposed to be under the control of MDAMB231 specific enhancers, a greater proportion were classified as being involved in mitosis, cell cycle, DNA replication, chromatin modification, and cell division, compared to HMEC selective genes (p ≤ 0.03) (Figure 5D). In order to illustrate relationships among differentially enriched GO process categories of HMEC and MDAMB231 selected genes, a comparison chart was generated using Quick GO [58] (Additional file 1: Figure S20).

Genes, that are involved in differentially enriched GO biological process categories are listed in a Table 2. For example, *LAMC2*, which is involved in epidermis development and cell adhesion, is overexpressed in HMEC than MDAMB231. This gene is translated as a gamma 2 Laminin protein, which belong to a family of extracellular matrix glycoproteins that constitute basement membranes. This gene is reported to be down-regulated in various human cancers including breast cancers [59]. As another example, *SPC24*, which is involved in mitosis, cell cycle, and cell division process, is expressed at higher levels in MDAMB231 than HMEC (Figure 5B). SPC24 acts as a component of NDC80 kinetochore complex, which is required for chromosome segregation and spindle checkpoint activity. This gene is expressed at higher level in grade 3 breast tumors, which are poorly differentiated but highly proliferative [60]. SPC24 protein interacts with BUB1B protein according to the previous study, which identified mitotic protein complexes by using tandem-affinity purification of human epithelial cells arrested in mitosis [61]. 

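An active MSEL in 15q15 is listed on chromosome 15 from 40361830 to 40362084 (hg19), 91.3 kb from the transcription start site of BUB1B (ENSG00000156970). It shared sequence with an MDAMB231 H3K27Ac peak with a score of 101 and with a FAIRE peak of height 42.5. The nearest H3K4me1 peak was 3934 bp away, and with peaks of p at or under 1e-10 it was 20031 bp away.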

*BUB1B* is also one of our MDAMB231 selected genes, regulated by the MSEL in 15q15 (Table 2). *BUB1B*, which is also known as Budding Uninhibited By Benzimidazules 1, encodes a kinase involved in spindle checkpoint function. This protein inhibits the anaphase-promoting complex (APC) and delays the onset of anaphase, which will ensure proper chromosome segregation [62]. Previous studies reported that *BUB1B* expression level is altered in breast tumors, and the encoded protein is mutated in colorectal cancer and breast cancer [63, 64]. BUB1B protein is also known to activate P53 via phosphorylation [65].

**Table 2:** **A list of selected genes belong to differentially enriched gene ontology (GO) biological process**

GO process	Genes
Proteolysis	*ADAMTS3, CPA4, CTSB, CTSC, HTRA1, KLK10, KLK5, KLK6, KLK7, KLK8, MMP2, PREP, PRSS12, PRSS8, PYCARD, ST14, ZFP90*
Epidermis development	*ATP2A2, COL17A1, GJB5, KLK5, KLK7, KRT5, LAMC2, PTHLH, S100A7, SPRR1A, SPRR1B*
Cell adhesion	*ATP2A2, BOC, CDH3, CELSR2, CLDN1, CLSTN1, CTNND1, DDR1, DSC2, DSC3, DST, F11R, FBLIM1, FLRT2, IGFBP7, ITGB8, LAMC2, MTSS1, NID1, NRP2, NTM, PTK7, PTPRF, SDK2, SIRPA, SPOCK1, SSPN, SSX2IP, TRIP6, ZYX*
Chemotaxis	*CMTM6, CXCL14, IL8, PTAFR, S100A8, S100A9*
Wound healing	*CDH3, IL1A, IL1B, SDC1, SERPINB2, TPM1*
Mitosis	*ANAPC1, BIRC5, BUB1B, CCNF, CEP55, KIF2C, NCAPG2, SPC24, TPX2, TUBB, TUBB2A, UBE2C*
Cell cycle	*ANAPC1, BIRC5, BUB1B, CCNF, CDKN1B, CDKN3, CEP55, DDX11, DUSP1, GSG2, ING1, ITGAE, KIF2C, LLGL2, NCAPG2, PARD3B, PIN1, RPS6KB1, SPC24, STK11, TPX2, UBE2C*
DNA replication	*MCM10, POLD1, POLG2, RRM2, TK1*
Chromatin modification	*ASF1B, ASXL1, EZH1, GSG2, H2AFY, MLL, NSD1, TAF5, WHSC1*
Cell division	*ANAPC1, BIRC5, BUB1B, CCNF, CEP55, KIF2C, LLGL2, NCAPG2, PARD3B, SPC24, TPX2, UBE2C*

Next, we tested whether HMEC selected genes, which may be regulated by HSEL, were involved in different biological processes from randomly chosen overexpressed genes in HMEC (n = 316). Interestingly, the gene ontology categories found above (i.e. proteolysis, epidermis development, and cell adhesion) were not differentially enriched between HMEC selected genes and random data set (Additional file 2: Table S14). When we compared MDAMB31 selected genes and randomly chosen overexpressed genes in MDAMB231 (n = 342), the gene ontology categories found above (i.e. mitosis, cell cycle, DNA replication, chromatin modification, and cell division) were not differentially enriched between MDAMB231 selected genes and random data set (Additional file 2: Table S15). As additional control datasets, we further tested whether HMEC selected genes and randomly chosen overexpressed genes in MDAMB231 were involved in different biological processes. Interestingly, GO process categories, differently enriched between HMEC and MDAMB231 selected genes (e.g. mitosis, cell cycle, cell division, cell adhesion, epidermis development) were also differentially enriched in this comparison (Additional file 2: Table S16). Conversely, same GO process categories were found to be differentially enriched from comparison between MDAMB231 selected genes and randomly chosen overexpressed genes in HMEC (Additional file 2: Table S17). Therefore, we propose that genes located proximal to HSEL or MSEL seem to be involved in similar biological processes (e.g. mitosis, cell cycle, cell division, cell adhesion, epidermis development) defined by differentially expression. In summary, we did not find any distinct biological process category that was enriched in genes located proximal to HSEL or MSEL, compared to the differentially expressed genes.

## Conclusions

Recent ENCODE data reveal that the average number of enhancers interacting with a TSS was 3.9, and the average number of TSSs interacting with a distal element was 2.5 in human cells [66]. Therefore, it is likely that a large number of chromosomal contacts and interactions are orchestrated by the three-dimensional organization of the nucleus. In the spatial genome organization, intra- and inter-chromosomal interactions are mediated by nuclear components such as transcription and replication machinery, polycomb bodies, and contacts with the lamina [67–69]. In the study from the Dekker lab, when the contact probability was estimated across all chromosomes in human cells, the contact probability decreased as the genomic distance increased, showing a power-law behavior between genomic distance 500 kb and 7 Mb with an average exponent α ∼ 1.08. This observation led to the suggestion that the organization of chromatin packing was consistent with the behavior of a fractal globule, a knot-free, polymer conformation [70].

Consequently, the proximity of genes to enhancers on linear DNA, which controls their expression, has long been thought to be the main factor of transcriptional regulation via enhancers, called cis interactions. On the other hand, trans interactions between enhancers and genes on different chromosomes are possible to regulate gene expression, but less frequent [70]. Methods that define interactions between DNA regions and gene expression include chromatin conformation capture (3C) and its derivative methods (3C-seq, 4C-seq, 5C-seq, ChIA-PET and HiC-seq) [71, 72], expressed quantitative trait loci (eQTLs) [45], the use of transcription activator-like effector nucleases (TALEN or CRISPR) [73], and knock-out mouse models [74, 75]. However, methods employing the capture of looping interactions by cross-linking chromatin are technically demanding for cis interactions since the background signals of random collisions (thus false positives) are high. Therefore, it is almost impossible to distinguish the interaction frequency of looping between a gene and sites located within 50 kb away from no looping [76]. Additionally, eQTL analyses, TALEN, and transgenic mouse modeling cannot inform whether the interactions are direct or indirect.

Here we evaluated cis interactions between enhancers defined by histone modification and nearby genes in normal breast epithelial cells (HMEC) and breast cancer epithelial cells (MDAMB231). We showed that enhancers affected the expression levels of nearby genes up to 750 kb away on average, but the effect diminished as the distance increased. Enhancer status defined by histone marks correlated with the expression levels of nearby genes. Nucleosome-depletion, marked by FAIRE signals was present in fifty percent of both poised and active enhancers. By performing a motif search in enhancers and ChIP assays, we revealed transcription factors (e.g. TP63), which may be involved in regulating breast epithelial enhancer-mediated gene expression. We also identified putative target genes of the active cell type specific enhancers by genomic distance (i.e. within 100 kb) with cell type specific gene expression. The putative target genes of cell type specific enhancers in normal breast epithelial cells (HSEL) were enriched in proteolysis, epidermis development, and cell adhesion biological process. On the other hand, more genes potentially regulated by breast cancer cell type specific enhancers (MSEL) were involved in mitosis, cell cycle, DNA replication, chromatin modification, and cell division process. When we further compared expression levels of these genes in normal breast and invasive breast carcinoma tissues using the cancer genome atlas (TCGA) breast cancer data [77, 78], we found that 60 genes of MDAMB231 selected genes belonged to top 10 percent overexpressed genes in breast tumors than normal breast tissues, and 53 genes of HMEC selected genes belonged to top 10 percent under-expressed genes (Additional file 2: Table S18, Table S19). The list of these genes includes not only a large number of known breast cancer genes (e.g. *CDH1, CDH3, BMP4, MTAP, CDKN2B*), revealed by previous studies using breast tumor tissues and breast cancer cell lines [79, 80] but also novel genes. The list of more than 600 putative target genes of more than 600 selected cell type specific enhancers and identified transcription factors will facilitate understanding of epigenetic regulation in breast biology as well as cancer etiology.

## Methods

### Cell Culture

HMEC cells were obtained from Lonza (Lonza, Walkersville, MD) and cultured under recommended conditions. MDAMB231 cells were obtained from American Type Culture Collection (ATCC, Manassas, VA). MDAMB231 cells were cultured in DMEM with 5% FBS.

### FAIRE-seq library construction and sequencing

FAIRE assays were performed as described [42], with a number of modifications. Briefly, the method was as follows: (1) intact cells were crosslinked (1% formaldehyde in PBS); (2) nuclei were extracted from cells and re-suspended in SDS lysis buffer; (3) chromatin DNA was fragmented by sonication; (4) FAIRE DNA samples and reverse-crosslinked input DNA were purified by phenol-chloroform extraction. Two independent libraries were constructed for each sample by using bar-coded adapters. Each library was PCR amplified and confirmed by quantitative real-time PCR (qPCR). Single-end DNA sequencing (Illumina Hi-Seq 50 cycles) was performed at the USC Epigenome center. After passing through the pre-alignment QC pipeline, which checked for things such as adapter and poly-A contamination, reads were aligned with BWA 0.6.1 using the default parameters. The reference genome used was GRCh37/HG19. Two independent assays per condition were analyzed separately, and then combined for further analyses. HMEC FAIRE-seq data were deposited in the NCBI GEO under accession number, GSE46074 [45]. MDAMB231 FAIRE-seq data were deposited in the NCBI GEO number accession number, GSE49651.

### Identification of FAIRE-seq peaks

After removing PCR artifacts and duplicates, each bam file was filtered using a quality filter score of 30 by using Samtools [81]. FindPeaks 4.0 software [82] was applied in order to identify FAIRE-seq peaks. A triangle-based distribution with a median length of 150 bp and 99.0% confidence interval for peak pairs, which were unequal between sample and input, were used. After peak identification, we calculated a p-value for each peak between sample and input, and significant peaks were used for further analysis.

### Chromatin Immunoprecipitation library construction and sequencing

HMEC Histone modification ChIP-seq data (H3K4me1, me3, and H3K27Ac) were obtained from accession number [GSE29611] through the NCBI Gene Expression Omnibus portal. ChIP assays were performed in MDAMB231 as previously described [83]. Antibodies used were anti-H3K4me1 (ab8895) (Abcam, Cambridge, MA), anti-H3K27Ac (ab4729) (Abcam, Cambridge, MA), anti-H3K4me3 (04-745) (Millipore Corp., Billerica, MA), anti-P63 (39739) (Active Motif, Carlsbad, CA), and normal rabbit IgG (sc-2027) (Santa Cruz Biotechnology, Santa Cruz, CA). qPCR were performed on ChIP-isolated and input DNA by using KAPA SYBR FAST qPCR Kits (Kapa Biosystems, Woburn, MA) with primers, listed in Additional file 2: Table S20.

### ChIP-seq library construction and sequencing

Library was constructed and sequenced as previously described above in the FAIRE-seq section. Two independent assays per condition were analyzed separately (Additional file 2: Table S2), and then the data were combined for further analyses. MDAMB231 ChIP-seq data were deposited in the NCBI GEO number accession number, GSE49651.

### Identification of ChIP-seq peaks

Each bam file was filtered using quality filter score 30 after removing PCR artifacts and duplicates by using Samtools [81]. To identify enriched regions of histone modifications (i.e. H3K4me1, H3K4me3, H3K27Ac) against input, MACS software on histone ChIP-seq data was applied with default settings [84]. For HMEC FAIRE-seq peaks overlapping with ChIP-seq peaks analysis, ChIP-seq peaks identified by Scripture [85] for histone marks, H3K27me3, H2A.Z, H3K9me3, H3K79me2, H3K36me3, H3K20me1, H3K9Ac, and H3K4me2, from ENCODE were used [66].

### Cell type specific enhancer loci identification and states

Differently enriched H3K4me1 sites (i.e. HSEL and MSEL) were identified from normalized HMEC and MDAMB231 H3K4me1 ChIP-seq tags by using findPeaks from HOMER ( http://homer.salk.edu/homer/) [20]: two ChIP samples (HMEC H3K4me1 and MDAMB231 H3K4me1) were run as ‘treatment’ and ‘control’ in order to identify significant differences between the samples. To avoid from detecting false positive peaks, 0.10% false discovery rate (FDR) was used as a cut off. In order not to be biased by the different yields of identified peaks in the two cell types, the top 2,000 H3K4me1 sites were selected for each of the HMEC specific enhancer loci (HSEL) and MDAMB231 specific enhancer loci (MSEL). Identified enhancer loci were plotted in the heatmaps and line graphs, which were generated by using seqMINER software [40]. Poised and active enhancers were categorized by using K-means linear clustering (n = 2) with H3K27Ac ChIP-seq tags.

### Shared enhancer loci identification

Shared enhancers were identified from normalized HMEC and MDAMB231 H3K4me1 ChIP-seq tags and peaks by using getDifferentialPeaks from HOMER ( http://homer.salk.edu/homer/) [20]. 2,000 shared enhancers, which have similar ChIP-seq tag density in both cell types were selected for further analysis as cell type specific enhancers were studied.

### Annotation and comparison between HMEC and MDAMB231 cells

Identified peaks were analyzed by using mergePeaks and annotatePeaks from HOMER ( http://homer.salk.edu/homer/) [20]. Annotated positions for promoters, exons, introns, intergenic regions, and other features were based on RefSeq transcripts and repeat annotations from University of California, Santa Cruz. Cell type specific enhancer loci were visualized in genome using Circos software [86].

### Motif discovery and enrichment measurements

In order to find regulatory motifs in enhancers, sets of position weight matrices (PWMs) were used from FIMO and TRANSFAC/Genome Trax [47, 48, 87]. FIMO analysis was performed using the motif database, called JASPAR CORE 2009 vertebrates, downloaded from the MEME suite ( http://tools.genouest.org/tools/meme/meme-download.html) [87]. P-value for output threshold utilized for FIMO was 1e-4. Predicted ChIP-seq TFBS analysis, predicted TFBS in DNase hypersensitivity regions, and TRANSFAC experimentally verified TFBS data from Genome Trax were obtained. This database contains motif matrices from best-scoring TF binding sites identified with a ChIP-chip or ChIP-seq fragment. The enrichment of transcription motifs in enhancer regions was calculated by performing chi-square test between groups (P < 0.05).

### Gene expression analysis between HMEC and MDAMB231 cells

Gene expression data for HMEC and MDAMB231 cells, which were detected in the affymetrix HG-U133 plus2 microarrays, were obtained from the accession number [GSE33167] [33]. Gene expression levels for both cells as well as p-values were processed by using GEO2R [88]. Adjusted p-value cut off 0.05 was applied to identify HMEC and MDAMB231 overexpressed genes (3,174 genes for HMEC, 2,670 genes for MDAMB231). Log fold change of gene expression level between cell types was graphed using box plots in R [89]. Log fold change value was used in order to identify top 300 overexpressed genes in each cell type, which were about top 10 percent. The enrichment of genes in each category was calculated by performing chi-square test between groups. As control genes, 300 genes were randomly selected among 6,902 genes, which contain 3,174 overexpressed genes in HMEC, 2,670 overexpressed genes in MDAMB231, and 1,058 genes significantly expressed in both cells.

### Quantitative real time RT-PCR

Total RNA from HMEC and MDAMB231 cells were isolated using Aurum Total RNA Mini Kit (Bio-Rad, Hercules, CA). Isolated RNAs were reverse transcribed to cDNA by using the qScript cDNA Synthesis Kit (Quanta Biosciences, Gaithersburg, MD). Two primer sets for each selected gene were designed (Additional file 2: Table S20), and quantitative real-time PCR was performed by using KAPA SYBR FAST qPCR Kits (Kapa Biosystems, Woburn, MA). The raw expression values were normalized to *GAPDH* mRNA expression in each cell type.

### Western blot analysis

Whole cell extracts were prepared from HMEC and MDAMB231 cells using SDS Lysis buffer supplemented with protease inhibitor (Sigma-Aldrich, St. Louis, MO). Equal amounts of protein from whole cell extracts were separated by running on gradient polyacrylamide gels (Bio-Rad, Hercules, CA), and transferred to Amersham Hybond polyvinylidene difluoride (PVDF) membranes (GE Healthcare, Buckinghamshire, UK). These blots were first incubated with either a 1:2000 of anti-P63 (39739) (Active Motif, Carlsbad, CA) or anti-beta-tubulin (MAB3408) (Millipore Corp., Billerica, MA) for overnight, and followed by incubation with their corresponding secondary antibodies, anti rabbit-HRP-conjugated antibody (diluted 1:2500) (sc-2030) and anti mouse-HRP-conjugated antibody (diluted 1:4000) (sc-2031) (Santa Cruz, Dallas, Texas). Proteins were visualized using SuperSignal West Pico Chemiluminescent Substrate (Pierce, Rockford, IL, USA) and ChemiDoc XRS + Imaging System with Image Lab (Bio-Rad, Hercules, CA).

### Gene ontology

Gene ontology analysis was performed by using GEO2R [88]. Same number of genes as samples was randomly selected for controls, and the gene ontology of these genes was also annotated. The enrichment of genes in each gene ontology category was calculated by performing chi-square test between groups. In order to visualize GO data, GO Slims and GO Term Comparison tool from Quick GO [58] was used.

### Comparison between the putative target genes of cell type specific enhancers and differentially expressed genes in breast tumor tissues

By using Oncomine database, released in March 2014, the dataset from the cancer genome atlas (TCGA) breast cancer studies was obtained [77, 78]. The top 10 percent over and under-expressed genes (n = 2,039 genes) detected in the comparison between invasive breast carcinoma and normal tissues were intersected with our putative target genes.

## Electronic supplementary material

Additional file 1: **Figure S1.** ChIP-seq data overlap between HMEC and MDAMB231; **Figure S2.** Genomic distribution of HMEC specific enhancer loci (HSEL); **Figure S3.** Genomic distribution of MDAMB231 specific enhancer loci (MSEL); **Figure S4.** The expression value of nearby genes of HSEL and MSEL; **Figure S5.** Gene expression level for genes with cell type specific enhancers; **Figure S6.** Nearby gene expression barplot of cell type specific enhancers; **Figure S7.** The expression values of all genes in HMEC and MDAMB231; **Figure S8.** The expression levels of genes, which were not within windows of cell type specific enhancer loci; **Figure S9.** Shared enhancer loci identification in breast epithelial cells (HMEC and MDAMB231); **Figure S10.** The expression levels of genes nearby shared enhancers**; Figure S11.** Nearby gene expression boxplot of cell type specific enhancers; **Figure S12.** The expression levels of genes at each distance interval from enhancer loci**; Figure S13.** Poised and active cell type specific enhancers with FAIRE signals; **Figure S14.** Nearby gene expression boxplot for poised and active cell type specific enhancers and FAIRE signal; **Figure S15.** Workflow diagram of transcription factor motif search between enhancer groups; **Figure S16.** TP63 binding in breast epithelial cell type specific enhancers; **Figure S17.** Validation of TP63 binding in breast epithelial cell type specific enhancers in HMEC; **Figure S18.** Expression level of *TP63* gene in breast epithelial cells; **Figure S19.** Western blot analysis of TP63**; Figure S20.** A comparison chart for differentially enriched gene ontology (GO) biological processes.

Additional file 2: **Table S1.** ChIP-seq and FAIRE-seq peak statistics; **Table S2.** ChIP-seq and FAIRE-seq peak statistics for replicates; **Table S3.** Overlapped ChIP-seq peak statistics for replicates; **Table S4.** HMEC Specific Enhancer Loci coordinates and status; **Table S5.** MDAMB231 Specific Enhancer Loci coordinates and status; **Table S6.** Expression analyses on nearby genes of cell type specific enhancer and shared enhancer; **Table S7.** Shared Enhancer Loci coordinates; **Table S8.** Expression analyses on genes at each distance interval of cell type specific enhancer and shared enhancer; **Table S9.** Motif enrichment in poised HSEL and active HSEL; **Table S10.** Motif enrichment in poised MSEL and active MSEL; **Table S11.** Number of nearby genes (100 kb) for unique HSEL and MSEL in each expression level category; **Table S12.** Active HSEL and their putative target genes; **Table S13.** Active MSEL and their putative target genes; **Table S14.** Gene Ontology in process comparison between HMEC selected genes and randomly selected overexpressed genes in HMEC (n = 316); **Table S15.** Gene Ontology in process comparison between MDAMB231 selected genes and randomly selected overexpressed genes in MDAMB231 (n = 342); **Table S16.** Gene Ontology in process comparison between HMEC selected genes and randomly selected overexpressed genes in MDAMB231 (n = 342); **Table S17.** Gene Ontology in Process comparison between MDAMB231 selected genes and randomly selected overexpressed genes in HMEC (n = 316); **Table S18.** List of the selected MDAMB231 genes found in top 10 percent overexpressed genes in breast tumors; **Table S19.** List of the selected HMEC genes found in top 10 percent underexpressed genes in breast tumors; **Table S20.** Oligonucleotide sequences used for ChIP-qPCR and RT-qPCR.

## Abbreviations

BCa: Breast cancer
H3K4: Lysine 4 of histone 3
me1: Monomethyl
me2: Dimethyl
me3: Trimethyl
H3K9ac: Acetylated lysine 9 of histone 3
H3K14ac: Acetylated lysine 14 of histone 3
H3K27ac: Acetylated lysine 27 of histone 3
ChIP: Chromatin immunoprecipitation
FAIRE: Formaldehyde Assisted Isolation of Regulatory Elements
TSS: Transcription Start Site
TTS: Transcription Termination Site
HSEL: HMEC specific enhancer loci
MSEL: MDAMB231 specific enhancer loci.

# Supplementary material for: Nucleosome positioning and histone modifications define relationships between regulatory elements and nearby gene expression in breast epithelial cells
**Source:** BMC Genomics. 2014 May 2;15(1):331. doi: 10.1186/1471-2164-15-331
**Supplement:** Supplementary file 1 — Additional file 1: Figure S1. ChIP-seq data overlap between HMEC and MDAMB231; Figure S2. Genomic distribution of HMEC specific enhancer loci (HSEL); Figure S3. Genomic distribution of MDAMB231 specific enhancer loci (MSEL); Figure S4. The expression value of nearby genes of HSEL and MSEL; Figure S5. Gene expression level for genes with cell type specific enhancers; Figure S6. Nearby gene expression barplot of cell type specific enhancers; Figure S7. The expression values of all genes in HMEC and MDAMB231; Figure S8. The expression levels of genes, which were not within windows of cell type specific enhancer loci; Figure S9. Shared enhancer loci identification in breast epithelial cells (HMEC and MDAMB231); Figure S10. The expression levels of genes nearby shared enhancers; Figure S11. Nearby gene expression boxplot of cell type specific enhancers; Figure S12. The expression levels of genes at each distance interval from enhancer loci; Figure S13. Poised and active cell type specific enhancers with FAIRE signals; Figure S14. Nearby gene expression boxplot for poised and active cell type specific enhancers and FAIRE signal; Figure S15. Workflow diagram of transcription factor motif search between enhancer groups; Figure S16. TP63 binding in breast epithelial cell type specific enhancers; Figure S17. Validation of TP63 binding in breast epithelial cell type specific enhancers in HMEC; Figure S18. Expression level of TP63 gene in breast epithelial cells; Figure S19. Western blot analysis of TP63; Figure S20. A comparison chart for differentially enriched gene ontology (GO) biological processes.

## Additional file 1: Supplemental Figures

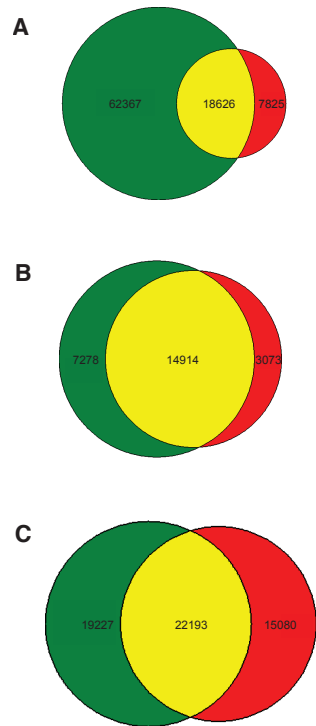

**Figure S1. ChIP-seq data overlap between HMEC and MDAMB231**

Venn diagram of histone marks ChIP-seq peaks from HMEC (green) and MDAMB231 (red) with overlapped regions (A) H3K4me1 (B) H3K4me3 (C) H3K27Ac

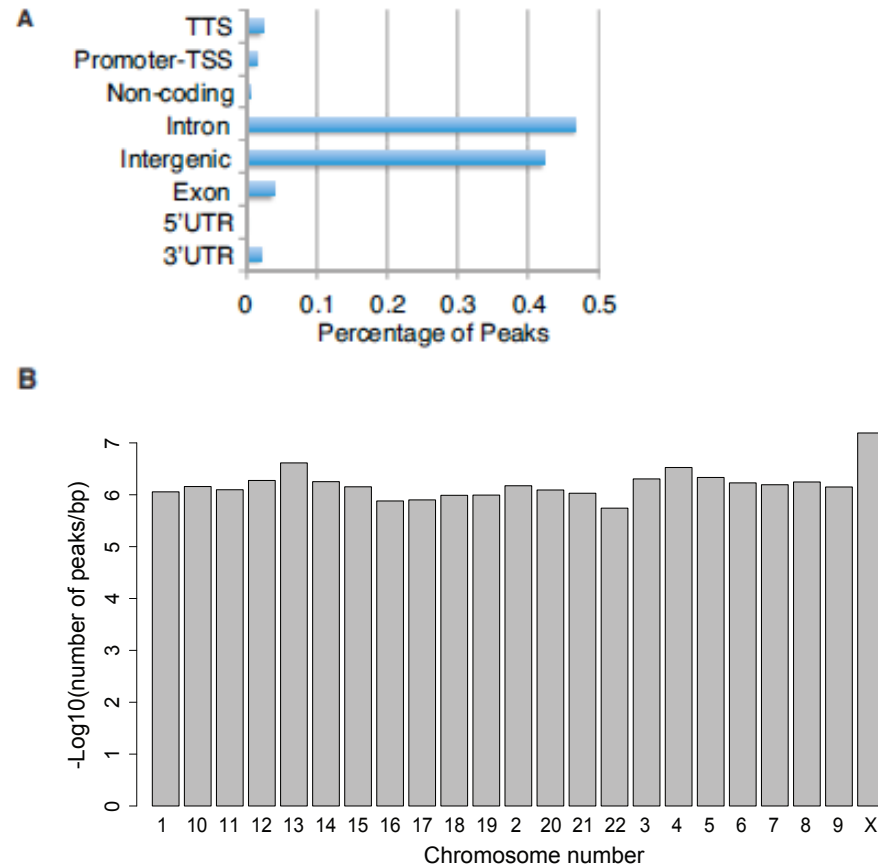

**Figure S2. Genomic distribution of HMEC specific enhancer loci (HSEL)**

(A) Genomic distribution of the HSEL. Genomic regions were categorized to transcription termination site (TTS) (-100bp of TTS to +1kb of TTS), promoter-transcription start site (TSS) (-1kb of TSS to +100bp), non-coding exon, intron, intergenic, exon, 5'UTR, and 3'UTR (B) Distribution of the HSEL from chr1 to chrX. Number of peaks in each chromosome was normalized to chromosome length, and  $-\log_{10}$  (number of peaks/bp) was shown as y-axis.

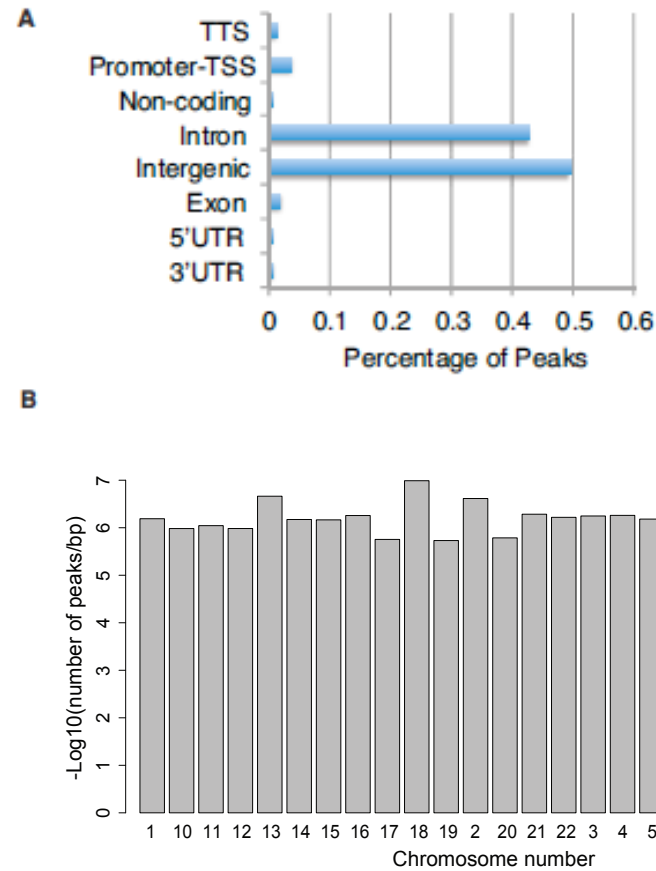

**Figure S3. Genomic distribution of MDAMB231 specific enhancer loci (MSEL)**

(A) Genomic distribution of the MSEL. Genomic regions were categorized to transcription termination site (TTS) (-100bp of TTS to +1kb of TTS), promoter-transcription start site (TSS) (-1kb of TSS to +100bp), non-coding exon, intron, intergenic, exon, 5'UTR, and 3'UTR (B) Distribution of the MSEL from chr1 to chrX. Number of peaks in each chromosome was normalized to chromosome length, and  $-\log_{10}$  (number of peaks/bp) was shown as y-axis.

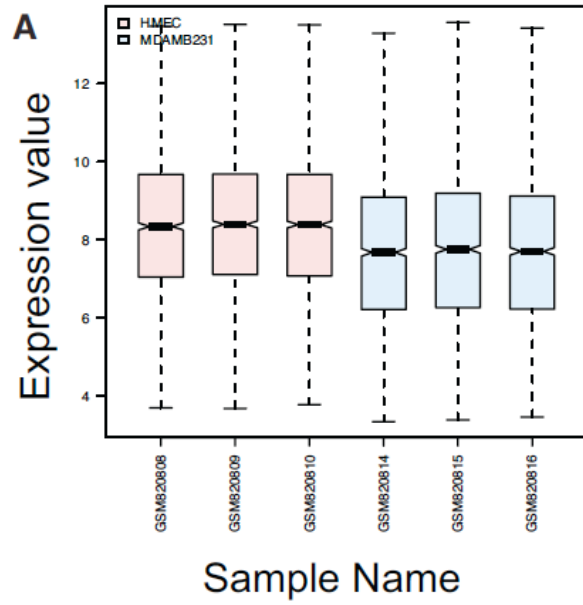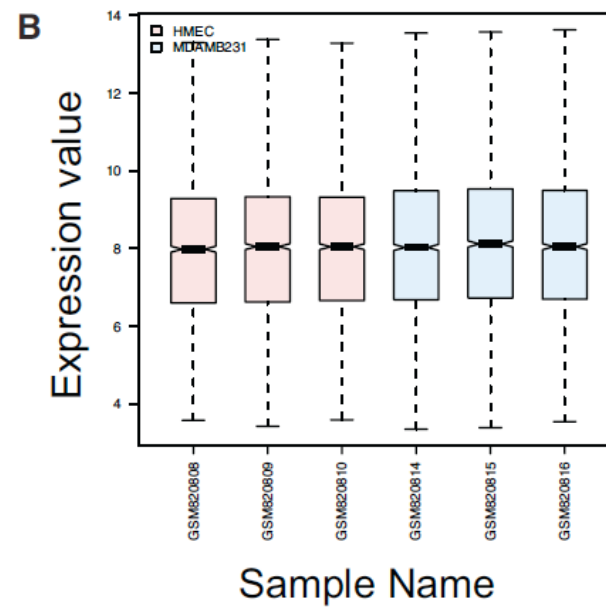

**Figure S4. The expression value of nearby genes of HSEL and MSEL**

(A) Boxplot of expression value for the genes with HSEL (B) Boxplot of expression value for the genes with MSEL

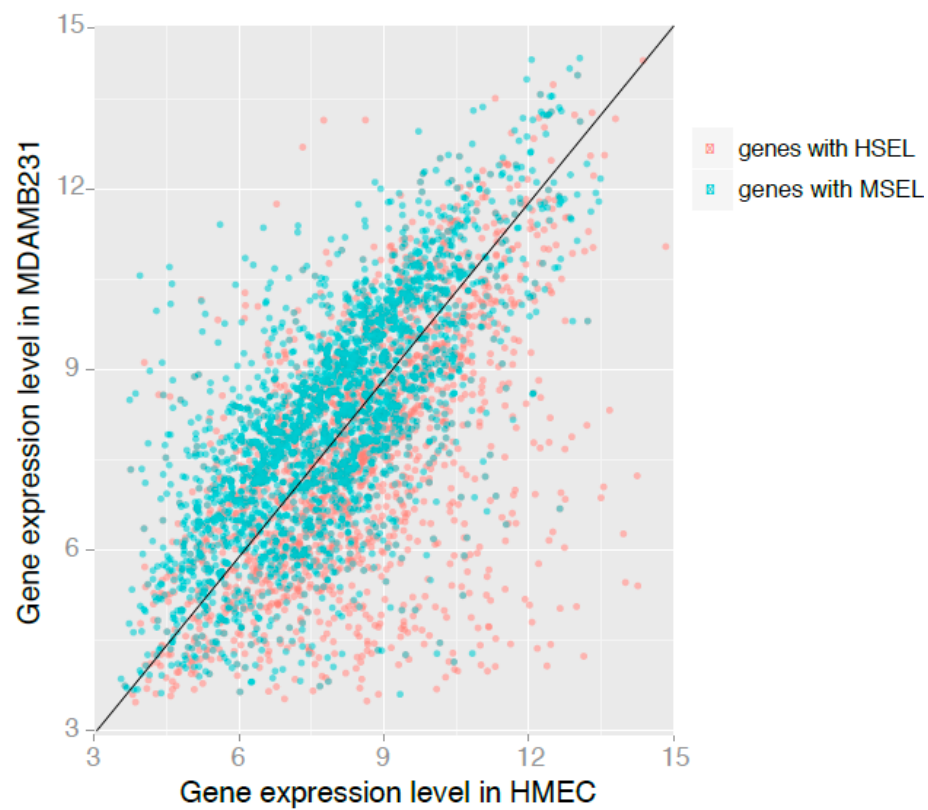

**Figure S5. Gene expression level for genes with cell type specific enhancers**

Gene expression level in HMEC (x-axis) and MDAMB231 (y-axis) for genes with HSEL (red) and genes with MSEL (blue)

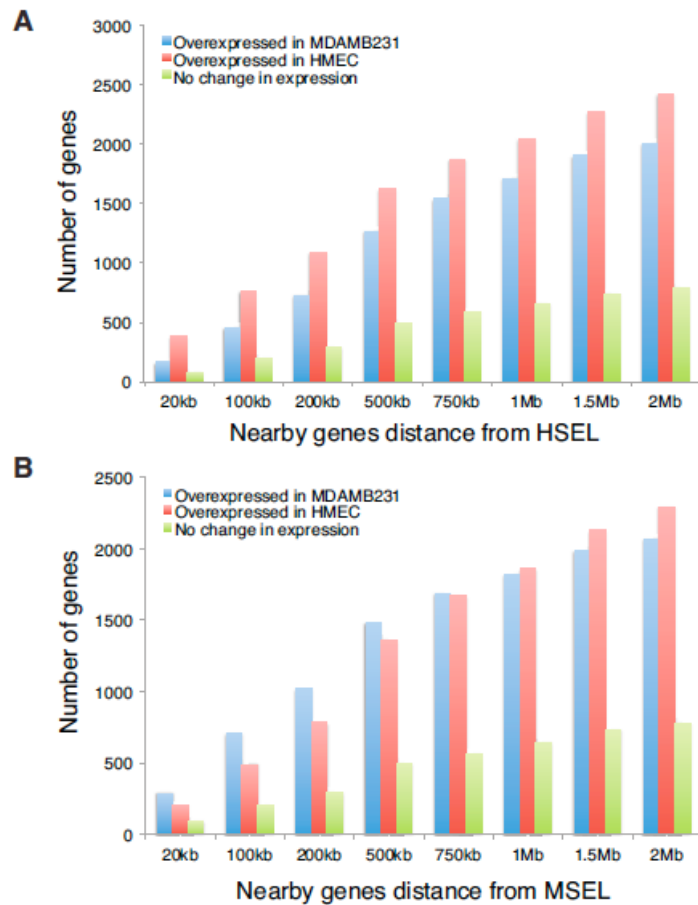

**Figure S6. Nearby gene expression barplot of cell type specific enhancers**

Nearby genes of cell type specific enhancer loci (HSEL(A), MSEL (B)) were categorized to three groups; overexpressed genes in MDAMB231 (blue), overexpressed genes in HMEC (red), and no change in gene expression (green), and number of genes for each category was graphed. Eight different window sizes were used for the nearby gene distance from cell type specific enhancer loci: from 20kb windows of cell type specific enhancer loci (+-20kb of HSEL/MSEL) up to 2MB windows (+-2MB of HSEL/MSEL).

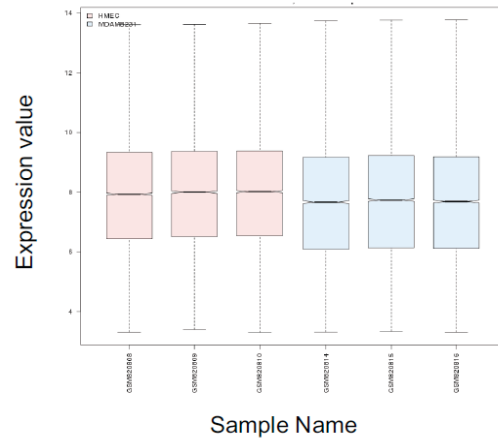

**Figure S7. The expression values of all genes in HMEC and MDAMB231**

Boxplot of expression values for all of genes expressed in HMEC (pink) and MDAMB231 (blue)

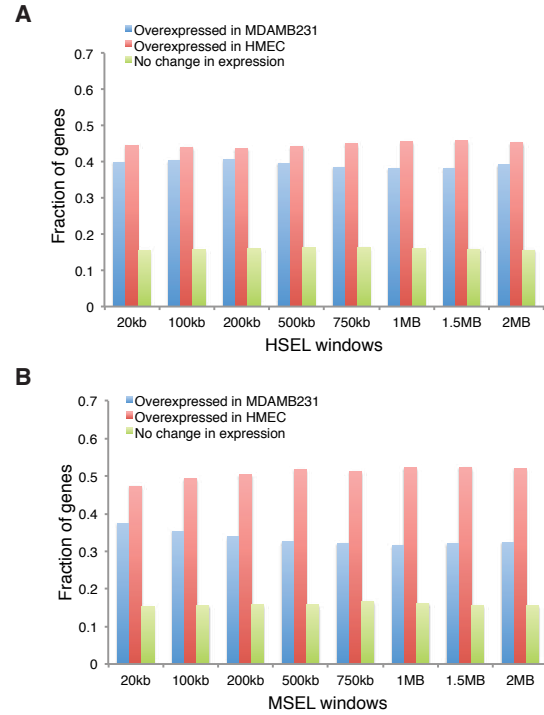

**Figure S8. The expression levels of genes, which were not within windows of cell type specific enhancer loci**

Genes without cell type specific enhancer (genes were not within windows of cell type specific enhancers) were categorized to three groups; overexpressed genes in MDAMB231 (blue), overexpressed genes in HMEC (red), and no change in gene expression (green), and fraction of genes for each category was graphed. Eight different window sizes were used for the nearby gene distance from cell type specific enhancer loci: from 20kb windows of cell type specific enhancer loci (+/-20kb of HSEL/MSEL) up to 2MB windows (+/-2MB of HSEL/MSEL). Genes without HMEC specific enhancer loci were plotted in (A), and genes without MDAMB231 specific enhancer loci were plotted in (B).

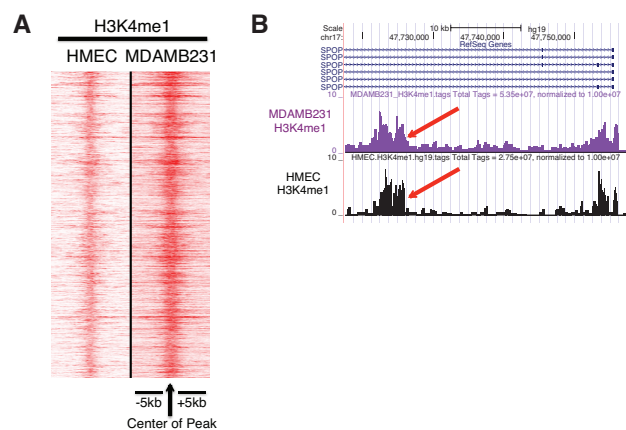

**Figure S9. Shared enhancer loci identification in breast epithelial cells (HMEC and MDAMB231)**

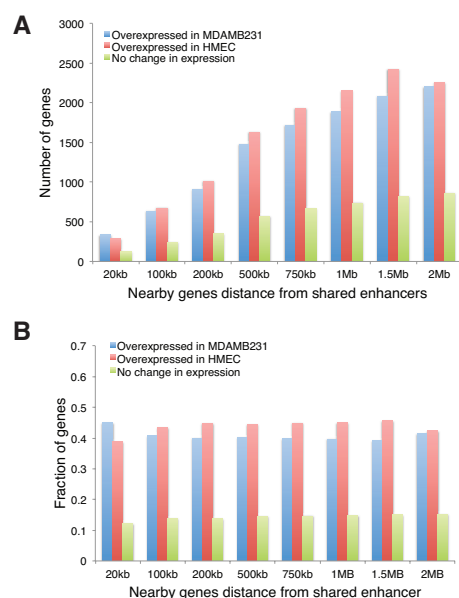

**Figure S10. The expression levels of genes nearby shared enhancers**

Nearby genes of shared enhancers were categorized to three groups; overexpressed genes in MDAMB231 (blue), overexpressed genes in HMEC (red), and no change in gene expression (green). The number of genes for each category (A) and the fraction of genes for each category (B) were graphed. Eight different window sizes were used for the nearby gene distance from shared enhancers: from 20kb windows of shared enhancer loci (+/-20kb of shared enhancer loci) up to 2MB windows (+/-2MB of shared enhancer loci).

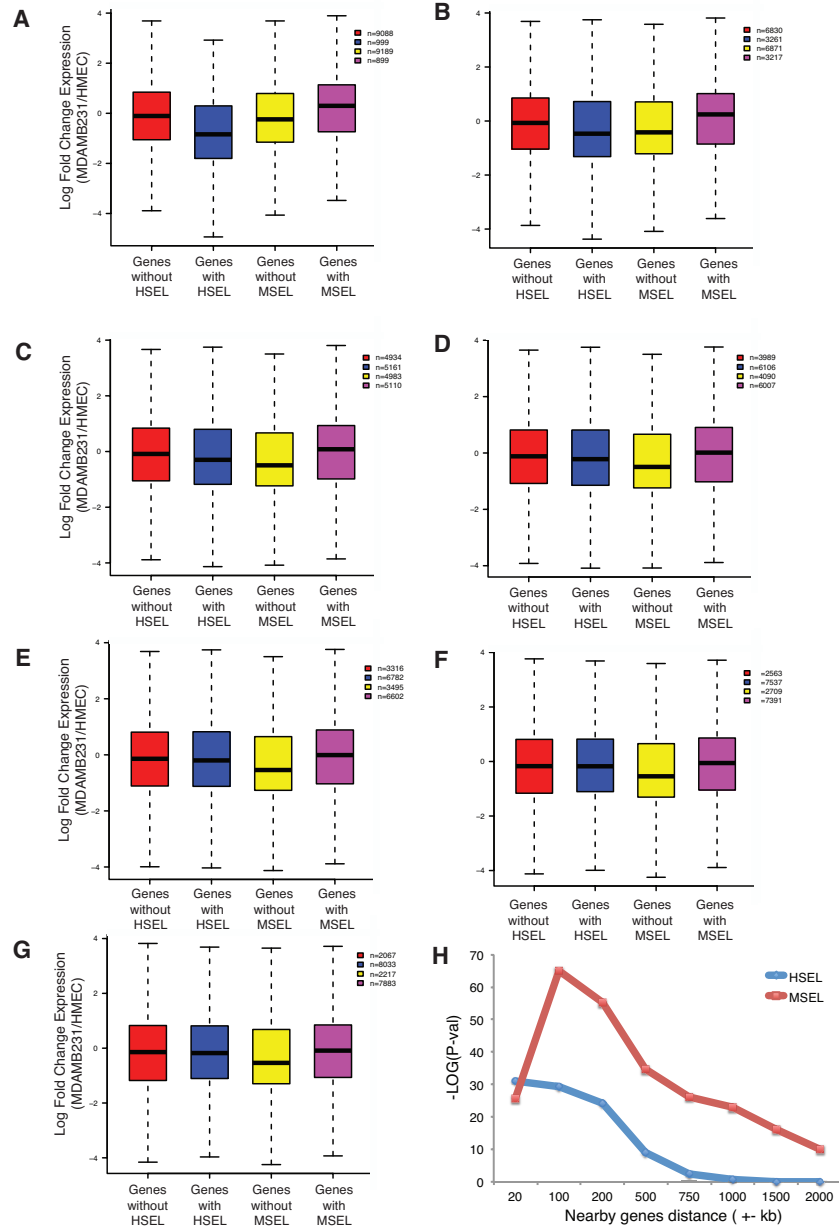

**Figure S11. Nearby gene expression boxplot of cell type specific enhancers**

Log fold change of nearby gene expression boxplot for the HSEL and MSEL. (A) nearby gene distance in windows of 20kb (B) nearby gene distance in windows of 200kb (C) nearby gene distance in windows of 500kb (D) nearby gene distance in windows of 750kb (E) nearby gene distance in windows of 1Mb (F) nearby gene distance in windows of 1.5Mb (G) nearby gene distance in windows of 2Mb (H) The distribution of significance level for log fold change of nearby gene expression between groups (genes with cell type specific enhancer and genes without cell type specific enhancer) at different windows of nearby gene distance (from 20kb windows of cell type specific enhancers to 2Mb windows of cell type specific enhancers):  $-\text{LOG}(\text{p-value})$  was plotted in the y-axis for significance level.

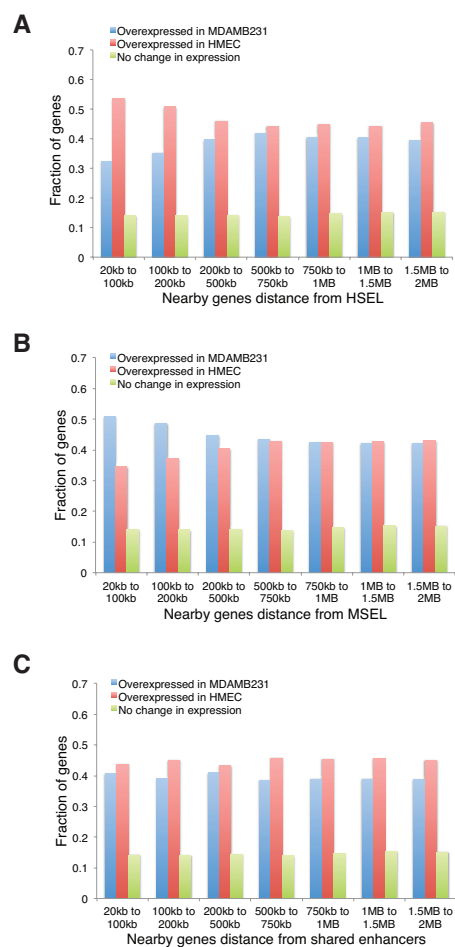

**Figure S12. The expression levels of genes at each distance interval from enhancer loci**

Nearby genes of HSEL (A), MSEL (B), and shared enhancers (C) were categorized to three groups; overexpressed genes in MDAMB231 (blue), overexpressed genes in HMEC (red), and no change in gene expression (green). The fraction of genes for each category was graphed. Here, unlike previous figures, only genes at each distance interval from window size 20kb to 2MB of enhancer loci were plotted.

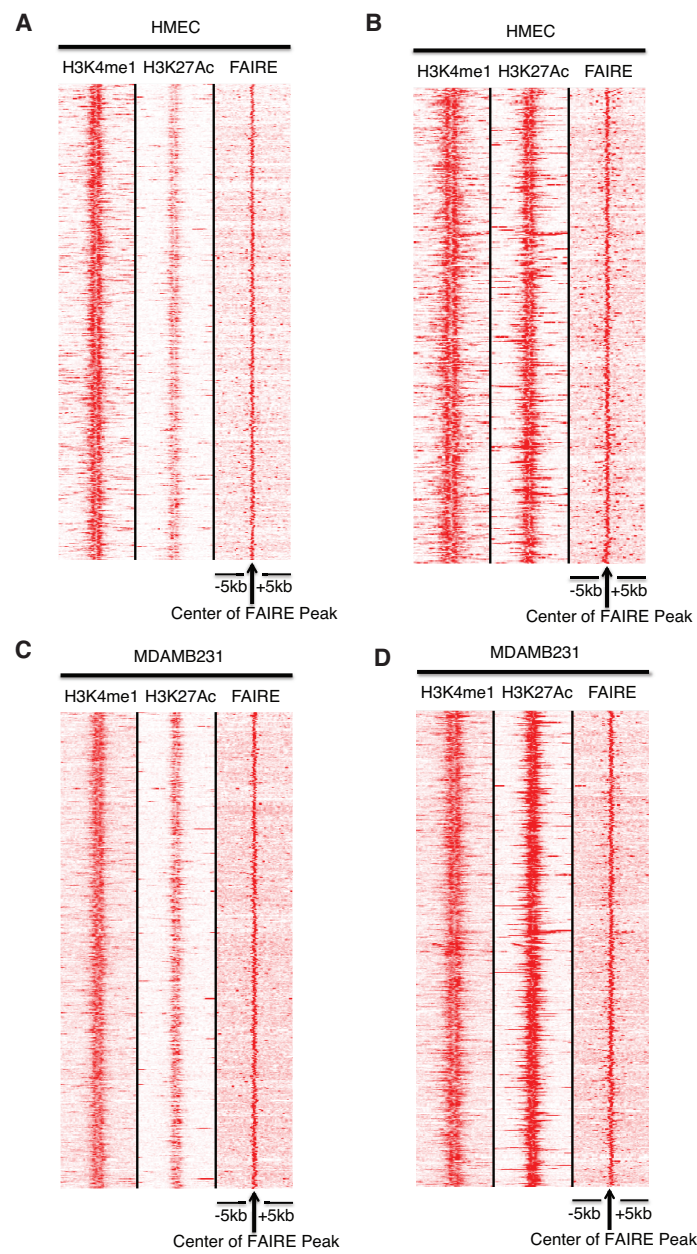

**Figure S13. Poised and active cell type specific enhancers with FAIRE signals**

H3K27Ac ChIP-seq and FAIRE-seq tags from HMEC at the poised (A) and active (B) HSEL which were intersected with HMEC FAIRE signals were graphed in the heatmap (red: higher density). H3K4me1, H3K27Ac ChIP-seq and FAIRE-seq tags from MDAMB231 at the poised (C) and active (D) MSEL which were intersected with MDAMB23 FAIRE signals were graphed in the heatmap.

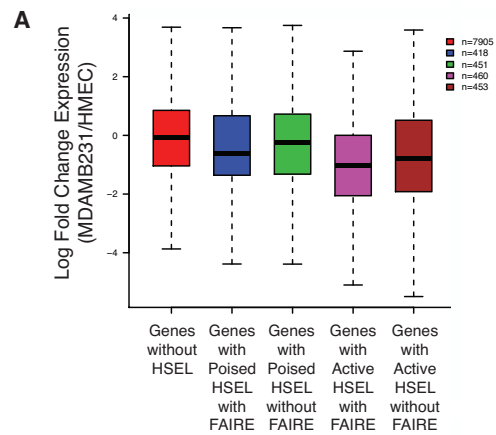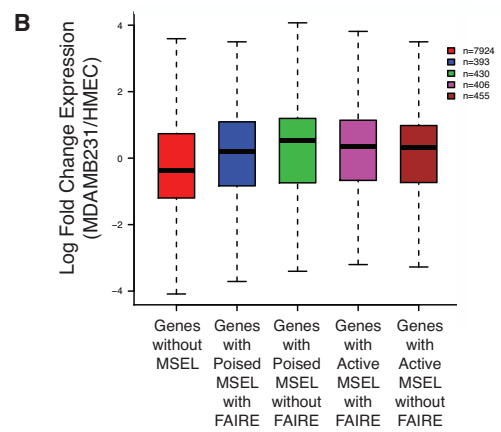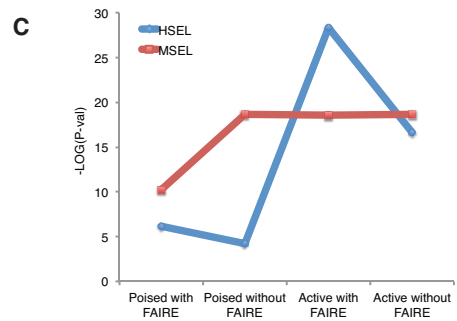

**Figure S14. Nearby gene expression boxplot for poised and active cell type specific enhancers and FAIRE signal**

(A) Log fold change of nearby gene expression boxplot for the poised/active HSEL with and without FAIRE signal (B) Log fold change of nearby gene expression boxplot for the poised /active MSEL with and without FAIRE signal (C) The distribution of significance level for log fold change of nearby gene expression between groups (genes with cell type specific enhancer and genes without cell type specific enhancer). Student t-test was applied between groups in order to calculate p-values:  $-\text{LOG}(\text{p-value})$  was plotted in the y-axis for significance level.

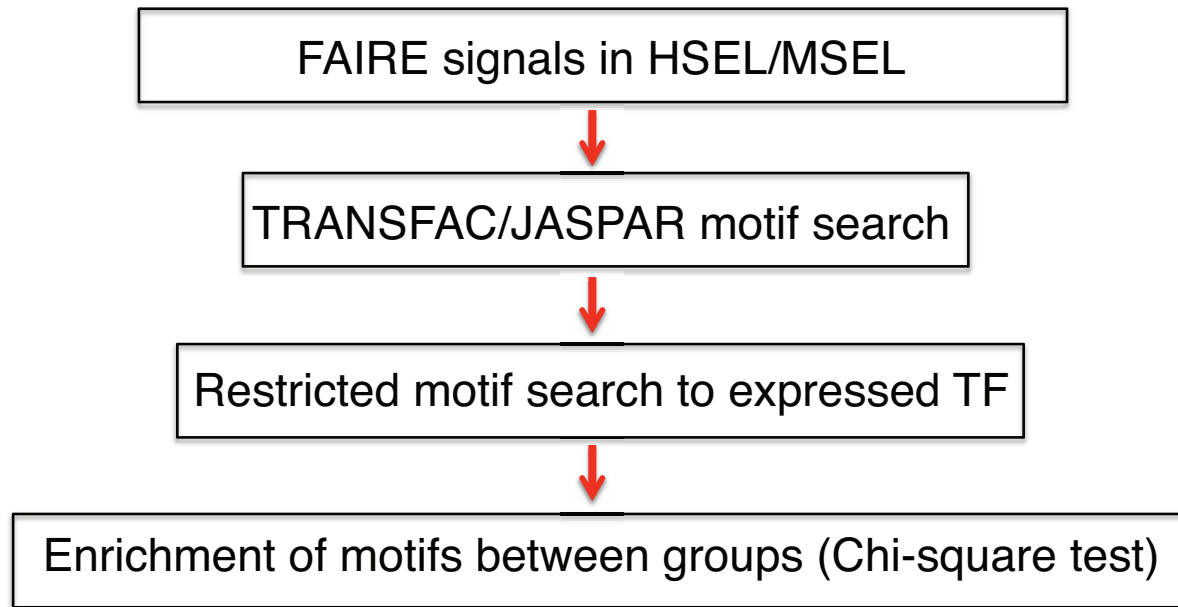

**Figure S15. Workflow diagram of transcription factor motif search between enhancer groups**

*In silico* motif search was performed on FAIRE signal in cell type specific enhancers. The motif search was restricted to the expressed transcription factors. The enrichment of motifs between groups was measured by using the chi-square test.

**A**

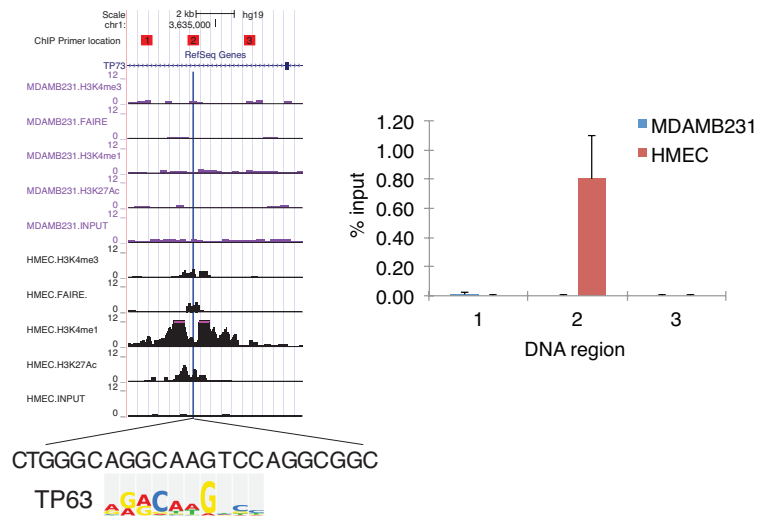

**B**

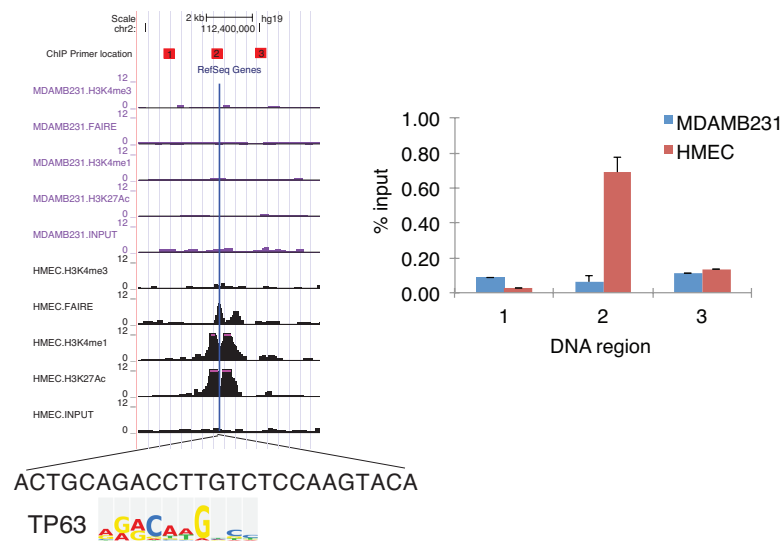

**C**

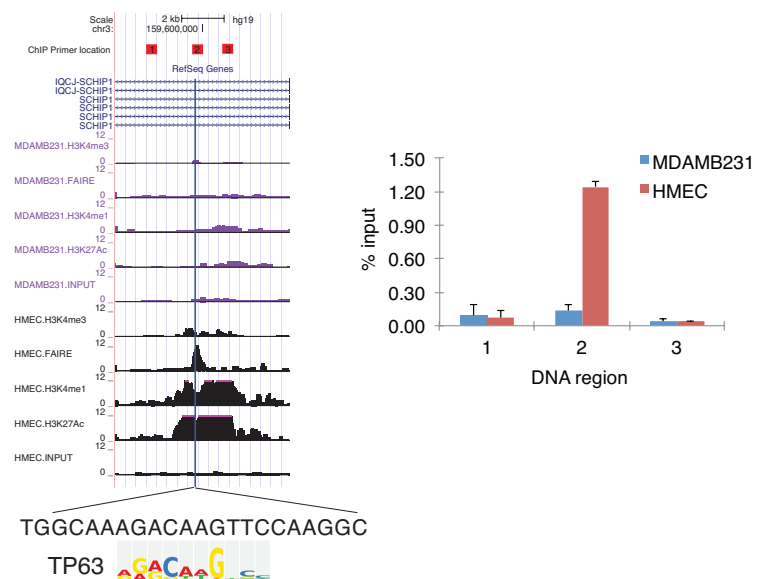

**D**

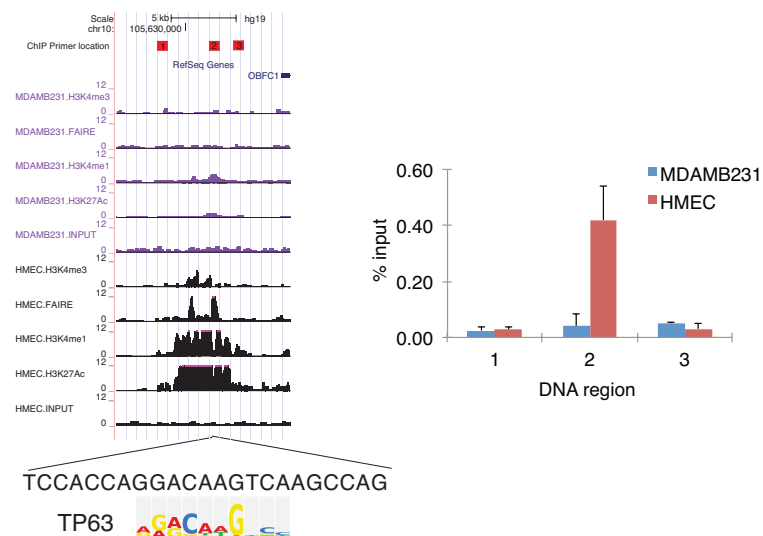

**Figure S16. TP63 binding in breast epithelial cell type specific enhancers.**

Examples of the HSEL with TP63 motif, located in the intron of *TP73* gene in 1p36.32 (A), gene desert region in 2q13 (B), intron of *SCHIP1* gene in 3q25.33 (C), and gene desert region in 10q24.33 (D). TP63 ChIP-qPCR experiments at 3 regions (top track of the left genome browser) near each HSEL were performed in MDAMB231 (blue) and HMEC (red) (right). Site-specific ChIPs of TP63 were presented as the average percentage of the input and standard deviations from triplicate by qPCR. Two independent experiments were performed for each case.

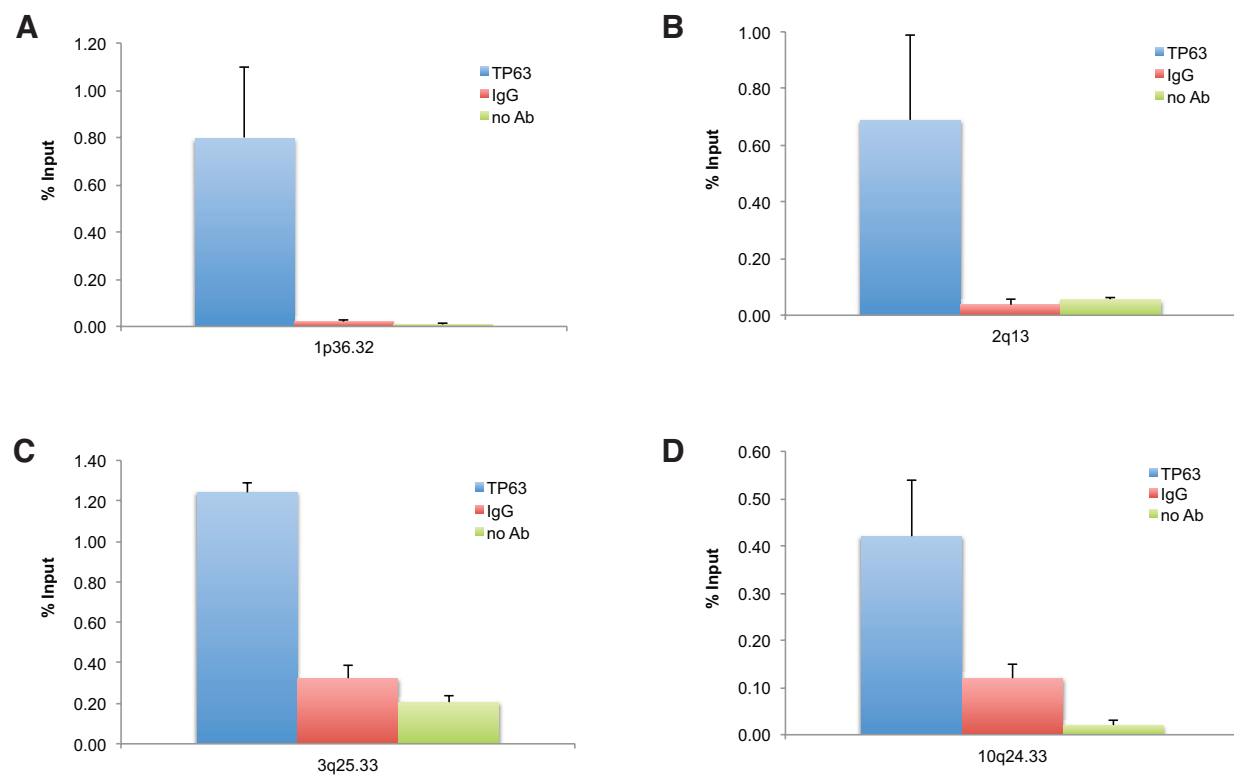

**Figure S17. Validation of TP63 binding in breast epithelial cell type specific enhancers in HMEC.**

TP63 ChIP-qPCR experiments were performed with two negative controls (IgG antibody and no antibody) at primer 2 regions (see Fig. S16) in examples of HSEL with TP63 motif, located in the intron of *TP73* gene in 1p36.32 (A), gene desert region in 2q13 (B), intron of *SCHIP1* gene in 3q25.33 (C), and gene desert region in 10q24.33 (D).

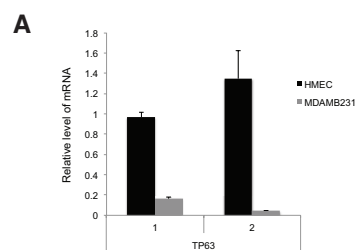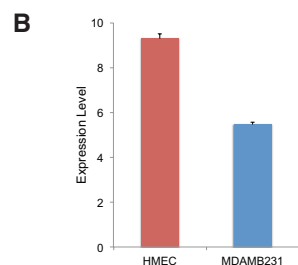

**Figure S18. Expression level of *TP63* gene in breast epithelial cells.**

Quantitative real-time RT-PCR analysis of *TP63* expression, using two primer sets located in the exon 2 through 5 of *TP63* gene. The expression levels are presented relative to *GAPDH* expression. The error bars indicate the standard deviations from triplicate in HMEC (black) and MDAMB231 (grey) (A). The average expression level of *TP63* genes and standard deviations from triplicate in HMEC (red) and MDAMB231 (blue) cells detected in the affymetrix HG-U133 plus2 microarrays are shown in (B).

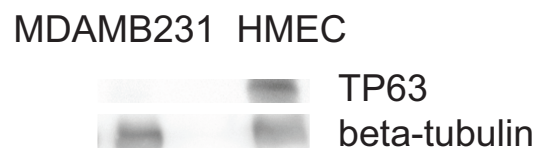

**Figure S19. Western blot analysis of TP63**

Western blot analysis of TP63 from MDAMB231 and HMEC, with beta-tubulin serving as the loading control.

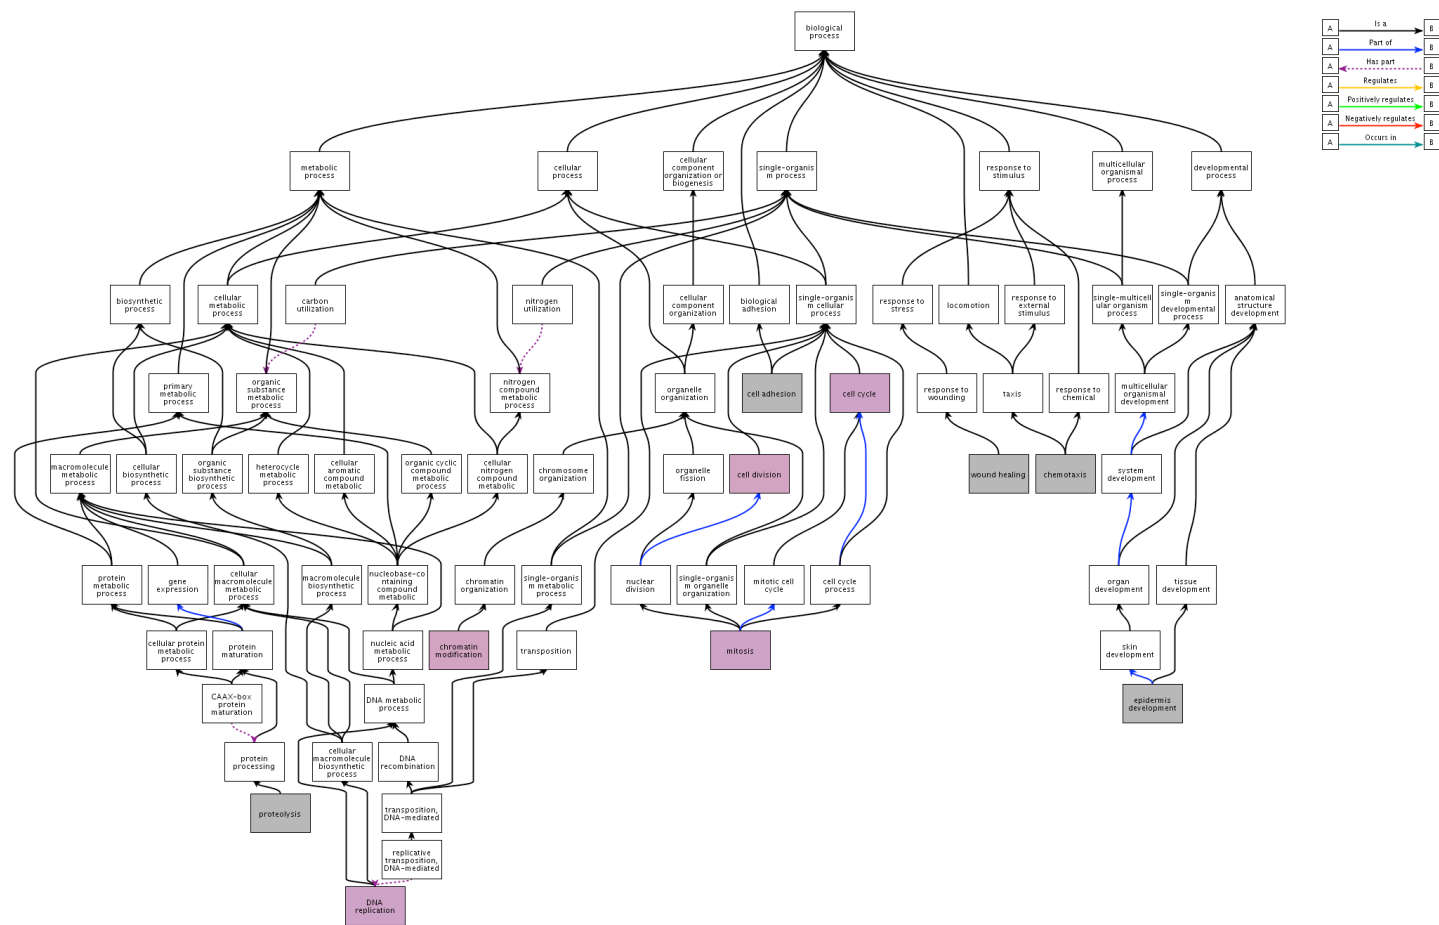

**Figure S20. A comparison chart for differentially enriched gene ontology (GO) biological processes**

Differentially enriched GO biological processes between the HSEL selected genes and MDAMB231 selected genes are shown. Relationships among GO biological processes are described with different color-coded arrows. GO biological processes that HMEC selected genes belong more are colored in grey box, and purple for the MDAMB231 selected genes.

How the deposited data were processed for this re-analysis (not part of the article)

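The data analysed here are 4 lists of peaks from MDAMB231 cells, for H3K4me1, H3K4me3 and H3K27Ac ChIP-seq and for FAIRE-seq, each with 2 samples combined by the authors. The authors aligned the reads to GRCh37 with BWA, removed duplicates and reads of low mapping quality, and called histone peaks against input with MACS at default settings and FAIRE peaks with FindPeaks. The deposited score of a histone peak is on a −log10 scale, minus 10 times the log10 of its p-value. The value of a FAIRE peak is the height of the signal or coverage as the authors gave it. The 4 lists were assigned to their assays by the peak counts of the paper's Table S1. The HMEC lists were not analysed here.

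Depth is given as the paper's Table S1 states it. Because the lists were made from combined reads, they carry no replicate error, no sample could be left out in turn, and intervals cover counting error over loci only. Peaks and loci are neighbours on chromosomes and are not independent replicates.

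From the lists, overlaps of at least 1 base were counted with numpy 2.4.6 and pandas 2.3.3. Among 3000 simulated intervals, the total number with an overlap differed by 0 from that of bedtools 2.31.1. Single intervals were not compared. Complete lists were compared by a permutation test with 10000 shifts of 100 kb to 1 Mb, on chromosomes 1 to 22 and X. Odds ratios were computed with scipy 1.17.1 and statsmodels 0.14.6, with Fisher's exact test and the Mantel-Haenszel form over 10 classes of peak width. For the odds ratios of the lists as deposited, the software returned p-values too small for it to hold, so their intervals are printed in their place. In a test on simulated data, 5 of 100 pairs of unrelated lists had p under 0.05. Of 600 planted overlaps, 532 were recovered above the shifted mean, because some planted intervals replaced ones that overlapped by chance. The Mantel-Haenszel form gave 2.93 for a true odds ratio of 3 and 1.13 for a true odds ratio of 1, so classes leave a small part of a confounder in place.

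The loci of Tables S4, S5 and S7 were read from copies that lack 2, 2 and 1 of the paper's 2000 loci, so they were described by counts with 95% Wilson intervals and entered no test between groups. Their coordinates were taken as counted from 1. Annotation used GENCODE transcripts on GRCh37 at the centre of each locus, with promoters taking precedence over termination sites, exons, introns and intergenic sequence, where the paper used RefSeq transcripts with HOMER. The loci named are those the paper names and shows in a figure or table and that are in these tables.

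The alternatives tried were the centre in place of any shared base, loci widened by 500 bp or 1 kb, MACS peaks with p at or under 1e-10, FAIRE peaks at or above the median height, shorter shifts, another promoter window, a wider exclusion around H3K4me3 peaks, a wider search for FAIRE peaks, and autosomes and X only. Transcripts of protein-coding genes only and a window of 500 bp on each side of the H3K4me1 peak centre were added after seeing the data. Tag densities, motif enrichment, gene expression and HMEC comparisons need data not used here.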

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

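The tests in this part were set before their results were seen, except the split of the Y chromosome by position.

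The MDAMB231 FAIRE list holds 16 peaks on the Y chromosome, a chromosome the paper does not discuss. Their median height was 25.4, against 61.1 for the whole list. Reads from sequence shared with other chromosomes were tested as a source, by aligning the 16 peaks to the rest of the genome with blastn 2.17.0. Over 50% of the length aligned elsewhere at 95% identity or more for 8 of the 16 peaks, which the test, set for most or for fewer, did not cover. All 7 peaks between 58992698 and 59031098 did so, each over at least 99.5% of its length, and sequence shared with other chromosomes may account for these. Of the 9 peaks between 9992315 and 13490339 only 1 did. The others there aligned over at most 41.2% of their length and 3 had no match at 95% identity or more. This argues only against such sequence, shared over most of a peak with other chromosomes of this reference, as their source. Reads from shorter or less similar shared sequence were not excluded. Sequence missing from the reference was not tested, nor were the 2 H3K4me3 peaks on the Y chromosome. No biological explanation was tested.

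The paper intersected FAIRE peaks with histone marks for HMEC. In MDAMB231, 9126 of the 46552 FAIRE peaks (19.6%) shared no base with an H3K4me1, H3K4me3 or H3K27Ac peak, and 80.4% shared one, against 9.70% for the shifted lists (two-sided permutation test, p = 0.0002, the smallest that 10000 shifts can give). Low peak height was tested as an explanation. The share without a mark was 37.9% in the lowest of 4 height classes and 3.88% in the tallest, a ratio of 0.102. Low height may therefore account for many of the peaks without a mark, while 452 of the tallest class also had none. Marks other than these 3 were not tested, nor was a biological explanation.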

How the results depend on the processing

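The alternatives below were set before the data were examined, except the protein-coding transcripts and the window around the H3K4me1 peak centre, which were chosen after seeing the data. No paired analysis was possible because each assay has 1 list made from combined replicates. MACS peaks with an FDR at or under 1 percent and the window around the H3K4me1 summit were not run, since the lists used here have no FDR or summit column. For values without a test, a share or median height was taken as changed when it left its 95% interval, a count of peaks or a rate per chromosome when it differed by more than 1.5 times, and a distance to the nearest peak when it differed at all. Over 84 results and 173 alternative values, 109 stayed the same by these rules (for a result with a test, by its direction and threshold only), 64 moved and none with a test changed direction or crossed the threshold. The cause of these changes was not tested, except where the alternative itself has fewer peaks or a wider window.

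All 7 overlaps between complete lists stayed above the shifted lists under each alternative run. The p-value was at the smallest value the permutations can give throughout, so it cannot show a change. The shares themselves moved. H3K4me1 peaks with a FAIRE peak went from 71.4% to 47.3% with the centre rule, 46.9% with the taller FAIRE peaks and 84.1% with MACS p at or under 1e-10. FAIRE peaks with an H3K4me1 peak went from 54.9% to 39.9% with that MACS threshold and 65.6% with the taller FAIRE peaks, and H3K4me1 peaks with an H3K4me3 peak from 15.6% to 7.91% with the centre rule. FAIRE peaks with any of the 3 marks ranged from 72.4% to 91.7%. The odds ratio of a FAIRE peak ranged from 4.25, with the window of 500 bp around the peak centre, to 6.54.

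With MACS peaks of p at or under 1e-10, the H3K4me1 list fell to 15282 peaks. MSEL with an H3K4me1 peak fell to 37.9% (poised 26.8%, active 49.4%), shared enhancers with one to 57.6%, HSEL with one to 2.55%, poised and active MSEL with an H3K27Ac peak to 23.3% and 94.3%, and shared enhancers with an H3K4me3 or H3K27Ac peak to 21.3% and 73.6%. MSEL per 1000 H3K4me1 peaks, counting MSEL both on and off peaks, rose to 42.1 on chromosome 18 and 924 on chromosome 19.

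With the 23276 FAIRE peaks at or above the median height, a FAIRE peak was found at 36.9% of MSEL, 32.7% of poised MSEL, 41.4% of active MSEL and 52.1% of shared enhancers. With the centre rule, these shares were 40.9%, 41.4%, 40.4% and 47.9%, and shared enhancers with an H3K4me3 or H3K27Ac peak were 12.5% and 75.0%. Widening loci by 500 bp gave 62.4% of MSEL, 55.4% of poised MSEL and 69.7% of active MSEL with a FAIRE peak. Widening by 1 kb gave 65.3%, 55.9% and 75.1%, and 6.71% of HSEL with an H3K4me1 peak. The near equality of poised and active MSEL therefore depends on the overlap rule. HSEL with a FAIRE peak went from 2.65% to 0.601% with the taller FAIRE peaks and 1.95% with the centre rule. With loci widened by 1 kb their share was 6.46%.

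With promoters of 2 kb on each side, MSEL were 40.8% intronic, 26.8% in promoters and 68.4% intronic or intergenic, and H3K4me1 peaks were 50.4% intronic, 25.5% intergenic, 19.7% in promoters and 75.9% intronic or intergenic. With protein-coding transcripts, MSEL were 41.2% intronic, 44.1% intergenic, 8.16% in promoters and 85.4% intronic or intergenic, and H3K4me1 peaks were 47.7%, 42.9%, 4.38% and 90.6%.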

Differences from the paper's values

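The share of intergenic MSEL was 29.2%, against the paper's value of about 50% in Figure S3A, read by eye. With promoters of 2 kb on each side of a start site it was 27.6%, so the alternative set before the data were examined did not close the gap. With transcripts of protein-coding genes only, an alternative chosen after seeing the values, it was 44.1%, within 1.5 times the paper's value.

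The share of MSEL in promoters was 11.4%, against the paper's value of about 4% in Figure S3A, read by eye. It was 26.8% with promoters of 2 kb on each side and 8.16% with transcripts of protein-coding genes only, the latter chosen after seeing the values, and neither closed the gap.

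The paper states that MSEL are spread evenly over the chromosomes. Their density was 1.86 per Mb on chromosome 19, 0.102 per Mb on chromosome 18 and 0.0644 per Mb on chromosome X. On the scale of Figure S3B, minus log10 of loci per bp, these are 5.73, 6.99 and 7.19. The paper states that the density of FAIRE was alike in poised and active enhancers. The median height of called FAIRE peaks was 68.8 at poised MSEL and 80.2 at active MSEL, which is another measure than mean density. Loci with an H3K4me3 peak, more frequent among the active MSEL, were not set aside for these heights.

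The paper states that no enhancer mark was detected in MDAMB231 at the HSEL with TP63 binding. At the HSEL in SCHIP1, on chromosome 3, the MDAMB231 list has an H3K4me1 peak with a score of 52.2. With peaks of p at or under 1e-10 the nearest H3K4me1 peak was 26826 bp from this HSEL, which is the setting under which no peak is called there. The paper places the sites in 2q13 and 10q24.33 in gene deserts, while in the GENCODE annotation the HSEL there have their centres inside introns of ANAPC1 and STN1.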

Other observations

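In this part, the test of GC content at the MSEL was chosen after the result was seen, and the fall of FAIRE with GC content at the MSEL was known before the FAIRE test. The comparison with the top GC class and the means of neighbouring MSEL were also examined afterwards.

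The MSEL without an H3K4me1 peak were rich in GC. The share of MSEL on an H3K4me1 peak fell from 95.5% in the lowest of 10 classes of GC content to 25.6% in the highest, a ratio of 0.268, so GC content may be tied to the missing peaks. A loss of GC-rich sequence from the H3K4me1 list was tested on 17909 H3K27Ac peaks away from H3K4me3 peaks and start sites. The share with an H3K4me1 peak within 1 kb was 0.915 times as high in the highest as in the lowest GC class, which by the rule set beforehand speaks against such a loss. However, the share rose to 82.5% in class 4 and fell to 53.3% in the highest, 0.646 times as high, so the rule compared classes that do not show this fall and a loss cannot be told apart from other causes. The same H3K27Ac peaks had a FAIRE peak 1.04 times as often in the highest class as in the lowest, with 79.5% in class 9 and 69.9% in the highest, which by the same rule speaks against a loss of FAIRE. At the MSEL, however, the share with a FAIRE peak fell from 66.5% in the lowest class to 16.1% in the highest. A loss of FAIRE at high GC content therefore stays open as well. The share of MSEL with an H3K27Ac peak went from 86.5% in the lowest class to 53% in class 9 and 60.3% in the highest. Both loss tests used called H3K27Ac peaks, so sequence without such a peak was not covered. The highest class of the 17909 H3K27Ac peaks has a median GC content of 52.5%, below the 62.2% of the highest class of MSEL, so richer sequence was hardly covered.

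Gains of chromosome regions could also place MSEL outside peaks. MSEL with and without an H3K4me1 peak both had a median of 2 other MSEL within 500 kb, a difference of 0 for clusters of MSEL in chromosome regions gained in MDAMB231, while the means were 2.07 and 2.43. Tied medians of small numbers do not decide, and copy number was not measured here.

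FAIRE peaks were more frequent at H3K4me1 peaks with H3K27Ac than without. As the whole cause, peak width is argued against by an odds ratio of 3.95 over width classes, GC content by 6.46 over GC classes, peak strength by 3.76 over score classes, and nearby promoters by 6.44 at the 14944 peaks with no start site within 5 kb. Width and strength may account for part of the raw odds ratio of 6.53, since both lowered it. Each was taken alone, so their joint effect was not tested. Single width classes had odds ratios as far apart as 2.79 and 24.6, so 3.95 does not describe each class. A link between H3K27Ac and open chromatin stays a hypothesis, found and tested on the same lists.

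Of the 362 poised MSEL with an H3K27Ac peak, 98.3% touched only peaks under the median score of the list, compared with 37.7% of the active MSEL with one. The paper defined the poised class by low H3K27Ac tags, so low scores there follow from the definition and the comparison decides nothing, although the rule set beforehand would have counted it for weak peaks. With peaks of p at or under 1e-10, 238 of the poised MSEL still had an H3K27Ac peak.

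Table S5 lists 2 poised MSEL on the mitochondrial sequence M, from 126 to 380 and from 3079 to 3333, singled out after their values were seen. None of the 4 lists has a peak on this sequence. Both loci were kept among the 1021 poised MSEL in the counts given here. The paper's Table S2 gives 32409 H3K4me1 peaks for replicate 2 of MDAMB231 alone and 22632 for replicate 1, against 26771 for the combined reads. The paper reports the overlap of HMEC FAIRE peaks with 11 marks, and in MDAMB231 FAIRE peaks shared sequence with H3K27Ac peaks in 71.8% of cases, H3K4me1 peaks in 54.9% and H3K4me3 peaks in 21.3%.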
